# Genes involved in thoracic exoskeleton formation during the pupal-to-adult molt in a social insect model, *Apis mellifera*

**DOI:** 10.1186/1471-2164-14-576

**Published:** 2013-08-28

**Authors:** Michelle Prioli Miranda Soares, Angel Roberto Barchuk, Ana Carolina Quirino Simões, Alexandre dos Santos Cristino, Flávia Cristina de Paula Freitas, Luísa Lange Canhos, Márcia Maria Gentile Bitondi

**Keywords:** Cuticular protein genes, Metamorphosis, Molt, Thoracic musculature, Microarrays, Honeybee, *Apis mellifera*

## Abstract

**Background:**

The insect exoskeleton provides shape, waterproofing, and locomotion *via* attached somatic muscles. The exoskeleton is renewed during molting, a process regulated by ecdysteroid hormones. The holometabolous pupa transforms into an adult during the imaginal molt, when the epidermis synthe3sizes the definitive exoskeleton that then differentiates progressively. An important issue in insect development concerns how the exoskeletal regions are constructed to provide their morphological, physiological and mechanical functions. We used whole-genome oligonucleotide microarrays to screen for genes involved in exoskeletal formation in the honeybee thoracic dorsum. Our analysis included three sampling times during the pupal-to-adult molt, i.e., before, during and after the ecdysteroid-induced apolysis that triggers synthesis of the adult exoskeleton.

**Results:**

Gene ontology annotation based on orthologous relationships with *Drosophila melanogaster* genes placed the honeybee differentially expressed genes (DEGs) into distinct categories of Biological Process and Molecular Function, depending on developmental time, revealing the functional elements required for adult exoskeleton formation. Of the 1,253 unique DEGs, 547 were upregulated in the thoracic dorsum after apolysis, suggesting induction by the ecdysteroid pulse. The upregulated gene set included 20 of the 47 cuticular protein (CP) genes that were previously identified in the honeybee genome, and three novel putative CP genes that do not belong to a known CP family. *In situ* hybridization showed that two of the novel genes were abundantly expressed in the epidermis during adult exoskeleton formation, strongly implicating them as genuine CP genes. Conserved sequence motifs identified the CP genes as members of the CPR, Tweedle, Apidermin, CPF, CPLCP1 and Analogous-to-Peritrophins families. Furthermore, 28 of the 36 muscle-related DEGs were upregulated during the *de novo* formation of striated fibers attached to the exoskeleton. A search for *cis*-regulatory motifs in the 5′-untranslated region of the DEGs revealed potential binding sites for known transcription factors. Construction of a regulatory network showed that various upregulated CP- and muscle-related genes (15 and 21 genes, respectively) share common elements, suggesting co-regulation during thoracic exoskeleton formation.

**Conclusions:**

These findings help reveal molecular aspects of rigid thoracic exoskeleton formation during the ecdysteroid-coordinated pupal-to-adult molt in the honeybee.

## Background

Insect development occurs through a series of exoskeleton (cuticle) renewals, or molts, that are timed by ecdysteroids pulses. Molt succession includes apolysis (the separation of the cuticle from the epidermis), synthesis of a new cuticle and ecdysis (the shedding of the cuticle of the preceding instar, or stage).

After four molting episodes, the honeybee larva reaches the fifth larval instar without phenotypic changes, except for a considerable increase in size. The larva-to-pupa metamorphic molt takes place within the cuticle of the fifth larval instar. This is followed by pupal ecdysis, after which a white pupa breaks free from the larval cuticle. A genuine honeybee pupa exists for a relatively short period, lasting approximately 40 h from pupal ecdysis. Apolysis marks the onset of adult cuticle synthesis and deposition. During the next 160 h, the bee is a pharate-adult, meaning that it is producing the adult cuticle underneath the pupal cuticle. Melanization starts and intensifies in the adult cuticle throughout the final half of the pharate-adult period, even after adult ecdysis. Concomitantly, the adult cuticle becomes increasingly sclerotized [1-4]. Thus, development toward the adult stage involves the reconstruction and maturation of the definitive cuticular exoskeleton, formation of internal tissues and organs, and programmed cell death of many larval tissues.

The structure, chemical composition, mechanical properties and renewal of the insect exoskeleton during growth and metamorphosis have been extensively studied [5,6]. The exoskeleton mainly consists of the polysaccharide chitin and a variety of structural proteins, the CPs. Nearly a decade ago, Willis *et al*., [7] compiled 139 insect CPs derived from direct sequencing of purified proteins, or from conceptual translations of DNA sequences. Since then, insect genome projects have expanded the number and types of potential CPs, thus underscoring the variety of cuticle-forming proteins [8]. However, except for extensive studies on cuticular gene expression in *Anopheles gambiae*[9-11], few putative CP genes in annotated insect genomes have been experimentally validated (by determining transcript tissue-specificity or developmental profiles). In *A. mellifera*, only six of the 47 CP genes screened in the annotated genome [8] have been validated, including the *AmelCPR14* gene [12] (bearing the chitin-binding R&R Consensus [13]), three genes in the Apidermins class [14], and the Tweedle class genes, *AmelTwdl1* and *AmelTwdl2*[15].

Thoracic exoskeleton construction and differentiation in pharate-adults occur concomitantly with the *de novo* formation of striated muscle fibers. The larval thoracic muscles are entirely disintegrated during the honeybee metamorphic molt, and are replaced by imaginal muscles originating from myoblast precursors, which elongate, join, and form the striated muscle fibers. Motor function is accomplished by the attachment of these muscle fibers to specific points, or ingrowths, in the developing thoracic exoskeleton [1]. Thus, the integument (epidermis and cuticular exoskeleton) and associated musculature form a cohesive and functional structure.

The morphological and cellular changes in the dorsal portion of the honeybee thorax during the pupal-to-adult molt were previously characterized in our laboratory using conventional light microscopy [4] and transmission electron microscopy [16]. In addition to these detailed morphological descriptions, we used oligonucleotide microarray hybridization analysis, real-time RT-PCR (RT-qPCR) transcript quantification and fluorescent *in situ* hybridization to extend our knowledge. Unlike recent approaches in other insects, including microarray-based studies [17-19], we studied honeybee gene expression in the context of reconstruction of the hard exoskeleton that forms the thoracic dorsum, which includes the pronotum, mesonotum, metanotum, propodeal tergum (the dorsal part of the first abdominal segment that, in bees and wasps, becomes part of the adult thorax [1]) and the subjacent musculature. In contrast to the diversity of cuticle types that covers the entire insect body (hard/flexible; dark/clear), the thoracic dorsum is uniformly hardened and darkened. Thus, genes involved in the formation of a hard cuticle could be characterized. The thorax also has fewer glands that could contribute to the total RNA pool. Although there are integument glands in the thorax [20-22], they are much less abundant than in the abdomen. As described in *Drosophila*, the thoracic dorsum (notum) and associated musculature both originate from the same embryonic precursors (the wing imaginal discs) [23]. Thus we also investigated their potential shared gene regulatory networks for coordinated development.

Our microarray analyses identified genes involved in adult thoracic dorsum formation. We used this information to characterize potential binding sites for known transcription factors in the upstream control region (UCR) of the differentially expressed genes (DEGs). CP genes and muscle-related genes involved in thoracic dorsum formation were used to construct a putative gene regulatory network. Ecdysteroids control the pace of pupal-to-adult molt and adult thoracic dorsum development; therefore, we could also identify CP- and muscle-related genes that are potentially regulated by these hormones.

## Methods

### Africanized *Apis mellifera* samples

Newly-ecdysed pupae (white-eyed/unpigmented cuticle, Pw phase), pupae-in-apolysis (pink-eyed/unpigmented cuticle, Pp phase) and pharate-adults (brown-eyed/unpigmented cuticle, Pb phase; brown-eyed/light pigmented cuticle, Pbl phase) were collected from colonies maintained at an Experimental Apiary (University of São Paulo, Ribeirão Preto, SP, Brazil) and staged according to the criteria established by Michelette and Soares [3]. Dissections of the dorsal portion of the thorax, including pronotum, mesonotum, metanotum and the propodeal tergum, were performed in Ringer saline (0.17 M NaCl; 0.01 M KCl; 0.003 M CaCl_2_). The total RNA was extracted from samples using 1 mL Trizol (Invitrogen, Life Technologies, cat. 15596–026) following manufacturer’s instructions. The *A. mellifera* experiments performed in the present study comply with the current laws of Brazil.

### Semithin sections

The thoracic dorsum of pupae and pharate-adults were dissected and immediately fixed in a mixture of glutaraldehyde 2% and paraformaldehyde 2% in 0.1 M cacodylate buffer, pH 7.2 for 2 h at 4°C. Next, they were washed in 0.1 M phosphate-buffered saline, pH 7.2 (PBS) and re-fixed for 30 min in 1% osmium tetroxide in 0.1 M PBS. The samples were then dehydrated in a graded acetone series and propylene oxide, pre-embedded in LX112 resin (Leica) in propylene oxide (1:1) and, finally, embedded in pure LX112 resin. Semithin sections (0.5 μm) where stained with toluidine blue.

### Microarray hybridization and analysis

Oligonucleotide-based microarrays (BeeOligo121106) were purchased from the Keck Center for Comparative and Functional Genomics, University of Illinois, Urbana-Champaign, USA. The array contains oligonucleotide probes including 12,915 protein-coding gene predictions from the honeybee genome, and probes specific for ESTs, pathogens and parasites in a total of 14,400 oligos, comprising each 36 nucleotides double-spotted on glass microscope slides [http://www.ebi.ac.uk/aerep/result?queryFor=PhysicalArrayDesign&aAccession=A-MEXP-755].

The experiments were designed and performed to meet the Minimum Information About a Microarray Experiment (MIAME) specifications. The obtained microarray data were deposited at the Gene Expression Omnibus database [GEO:GSE43047]. The microarray experiments compared gene expression in the thoracic dorsum (including the pronotum, mesonotum, metanotum and propodeal tergum) of newly-ecdysed pupae, pupae-in-apolysis and pharate-adults (Pbl phase) collected at the same time from a single honeybee colony. Two separate pools of 10 thoraces (only the dorsal portion) were prepared for each of these developmental phases. Total RNA was extracted from the pooled samples using Trizol reagent and following manufacturer’s protocol. RNeasy Mini Kit, QIAGEN, cat. 74104, was used to purify the extracted RNA, which was quantified in Nanodrop (ND 1000). One microgram of the purified total RNA was used for RNA amplification with Amino AllylMessageAmp™ II aRNA Amplification Kit (Ambion), and following manufacturer´s protocol.

The microarray slides were UV cross-linked and subsequently incubated in 0.2% SDS for 2 min and rapidly in water and isopropanol, and centrifuged for 3 min at a low speed. Pre-hybridizations were performed in a mixture of 20 mL formamide, 33.2 mL SSC 20x, 10 mL Denhardt’s solution 50x, 0.5 mL tRNA 10 mg/mL, 1 mL SDS 10% and 34.4 mL Milli-Q water for 60 min at 42°C. The slides were then rinsed twice in Milli-Q water, soaked in isopropyl alcohol and dried by centrifugation at low speed for 3 min.

Twenty micrograms of the amplified RNA samples (aRNA) were used for dual channel microarray hybridization with Cy3 and Cy5 dyes (dye swap). Dye swaps were done for each comparison and two slides were used to evaluate the differential expression. The RNA was dye-coupled and combined with hybridization buffer (49% Formamide, 49% SSC 20x and 0.2% SDS), pre-heated at 55°C for 3 min, applied to arrays, and hybridized for 17 h at 42°C in single slide hybridization chambers placed in a water bath. A series of 30 s shaking washes in 2× SSC plus 0.1% SDS; 2× SSC; 0.1× SSC and Milli-Q water, at room temperature, removed probe excess. The hybridized slides were spin dried and scanned using an Axon Genepix 4000B scanner (Molecular Devices, Sunnyvale, CA) with GENEPIX software (Agilent Technologies, Santa Clara, CA), 10-micron resolution, Cy3 with Green Laser (532 nm), and Cy5 with Red Laser (635 nm). GenePix Pro 6.0 software was used for quantification of the spots and image analysis with default parameters.

The microarray data analyses were performed with Limma package (Biocondutor project [http://www.bioconductor.org/]) together with R [http://www.r-project.org/] [24]. The Normexp method was used for background normalization adding an offset of 50 to the corrected intensities. Normalization within-arrays was done using print-tip loess to adjust imbalances between the green and red dyes due to spot intensity and spatial position on the slide. Average intensities were normalized between-arrays using the Aquantile method. After normalization, the Log2 ratio of gene expression differences between the developmental phases was calculated. Fold-change values and standard errors were estimated by fitting linear regression to the normalized expression data. The empirical Bayes statistics (moderated t-statistics) was used for differential expression analysis [24]. The p-value of the differentially expressed genes was corrected using FDR (<0.05) [25].

The DEGs were annotated according to Gene Ontology (GO) terms for Biological Process (level 3), Molecular Function (level 2) and Cellular Component (level 3) [26] using DAVID (Database for Annotation, Visualization and Integrated Discovery) Gene Functional Classification Tool (version 6.7) [27].

### RT-qPCR analysis

The RNA samples were incubated in the presence of 3 units of RNase-free DNase (Promega) for 40 min at 37°C to eliminate contaminant DNA, and for 15 min at 70°C to inactivate the DNase. First-strand cDNA was synthesized by reverse transcription (RT) using 2.5 μg of total RNA, SuperScript II reverse transcriptase and the oligo(dT)_12–18_ primer (Invitrogen, Life Technologies). Reactions not including the SuperScript II reverse transcriptase, or cDNA template, were prepared as negative controls and analyzed in parallel. PCR amplification was carried out at a 7500 Real Time PCR System (Applied Biosystems) using 20 μL reaction volumes containing 10 μL SYBR Green Master Mix 2x (Applied Biosystems), 1 μL cDNA, 7.4 μL water, and 0.8 μL of each gene-specific primer (10 mM) (Additional file 1: Table S1). The PCR conditions were 50°C for 2 min and 95°C for 10 min followed by 40 cycles of 95°C for 15 s, and 60°C for 1 min.

When possible (because the CP genes are in general small and some contain only one intron), the primers used for amplification of the target genes were designed to span an intron, thereby serving as control for genomic DNA contamination. The gene encoding a ribosomal protein, *Amrp49*, which is expressed in similar levels during the pupal and pharate-adult stages of the honeybee, and was validated as being a suitable reference gene [28], was used for normalizing the RT-qPCR data. The primers for the *Amrp49* gene were designed to span one intron.

Each PCR run was followed by melt curve analysis. Primer specificity and absence of prime dimers were confirmed by the sharp melting curve of the PCR product and by the presence of a single band on agarose gel electrophoresis. The efficiency (E) of PCR amplification was calculated from the slope of standard curves (serial dilutions of the cDNA) using the equation E = 10^(−1/slope)^ and set near 2.

To check reproducibility, each SYBR green assay was done twice (technical replicate) and repeated with 3 independent samples (biological triplicate). The baseline and threshold were correctly set. The data quantification and normalization relied on the calculation of target threshold cycle (Ct) values and reference gene Ct values in qBase^PLUS^ version 2 software [29].

### cDNA cloning and sequencing

The cDNAs obtained from two putative CP genes, GB12449 and GB12811, were amplified using specific primers (Additional file 2: Table S2). PCR products were subjected to electrophoresis on agarose gel, purified with Perfectprep Gel Cleanup kit (Eppendorf), and cloned into pGEM-T Easy Vector (Promega). Insert-containing plasmids were sequenced using M13 forward and reverse universal primers. Dideoxy sequencing was performed in an ABI Prism 310 DNA Analyser using BigDye Terminator v3.0 Cycle Sequencing Ready Reaction (Applied Biosystems). Sequencher™software version 4.7 (Gene Codes Corporation) was used to analyze the sequences, which were then mapped to the annotated honeybee genome using Artemis software (Release 7, The Sanger Institute).

### Fluorescent *in situ* hybridization

*In situ* hybridization was carried out to investigate the presence of GB12449 and GB12811 transcripts in the honeybee epidermis. To construct the fluorescent probes, pairs of specific primers were designed to amplify regions of the GB12449 and GB12811 DNA sequences comprising 300 and 379 nucleotides, respectively (Additional file 2: Table S2). Single-stranded antisense and sense probes were synthesized using the FISH Tag RNA Green kit (Invitrogen, Life Technologies, cat. F32952), following manufacturer’s instructions.

Thoracic samples were dissected in cold Ringer saline and fixed in 1 mL heptane, 80 μL HEPES buffer (0.1 M HEPES, pH 6.9, 2 mM MgSO_4_, 1 mM EGTA), 100 μL 8% paraformaldehyde, 20 μL dimethyl sulfoxide (DMSO) for 30 min under shaking. The fixative was discarded, the samples were quickly rinsed in absolute methanol (2 rinses) and in absolute ethanol (2 rinses), and then stored up to 2 weeks in ethanol at −20°C or immediately rehydrated in PBS pH 7.4 containing 0.1% Tween-20 (PTw). After an additional fixation during 20 min in a 9:1 v/v mixture of 4% paraformaldehyde/0.1% Triton X-100 and DMSO, the samples were washed in PTw. To facilitate permeabilization and mRNA probe penetration, samples were incubated in a freshly prepared 20 μg/mL proteinase K in PTw for 5 min, followed by washes in a filter-sterilized 10 mg/mL glycine solution. Samples were then rinsed in PTw and re-fixed, as above. After washes in PTw, samples were equilibrated in hybridization solution (HS) (50% formamide, 4x standard saline citrate, 1x Denhardt’s solution, 250 μg/mL yeast total RNA, 250 μg/mL boiled salmon testes DNA, 50 μg/mL heparin, 0.1% Tween 20, 5% dextran sulfate), washed in 1:1 PTw/HS and subsequently in HS. Equilibrated samples were transferred to fresh tubes and pre-hybridized in HS for 1 h at 45°C. Sense and antisense probes were separately diluted in HS (200 ng/mL), heat-denatured for 2 min at 98°C, chilled on ice and added to the pre-hybridized samples. Hybridization was carried-out overnight at 45°C under gentle shaking. The hybridized samples were washed in HS: PTw (3:1, 1:1 and 1:3 v/v) and in PTw solution. For cell nuclei co-localization the thoracic samples were stained with diamidino-2-phenylindole (DAPI) diluted 1:4000 in PTw, followed by washes in PTw. The thoracic pieces were transferred to 70% glycerol in PTw, and mounted on slides using SlowFade ® Gold (Invitrogen) for observation under a confocal microscope TCS-SP5 AOBS (Leica).

### Characterization of potential regulatory sequences

We retrieved functional information from the Gene Ontology (GO) database [26] for the *D. melanogaster* ortholog genes differentially expressed in the honeybee thoracic dorsum during the pupal-to-adult molt. A pipeline for *cis*-regulatory motifs discovery was designed based on reliable strategies previously proposed by MacIsaac and Fraenkel [30], and adapted to analyze the honeybee genome [31,32]. This pipeline integrates three motif-detection programs: AlignAce [33], MEME [34] and MDscan [35]. Honeybee intergenic databases were constructed for 3 kb sequence sizes that were trimmed whenever another open reading frame (ORF) was found to be flanking these regions. These databases were exploited for score calculations using group specificity scores (Church scores) [36], ROC-AUC scores [37] and Enrichment scores [38]. Two additional specific score metrics, the MAP score from AlignAce and MDscan and the E-value from MEME, were also used as a first filter for selecting the most significant motifs (MAP > 5 and E-value ≤ 1e-05). The second filter was set up to decrease the amount of spurious hits among the identified DNA motifs (Church ≤ 1e-04, ROC-AUC ≥ 0.7 and P-value for enrichment ≤ 0.01). The main criterion for identifying known cis-regulatory sites among the overrepresented motifs was the alignment of the PSSM (Position-Specific Scoring Matrix) with the transcription factor binding sites as described in the TRANSFAC database, version 2010.1 [38]. Only the alignments passing a threshold of 70% identity for each PSSM were considered as significant matches. We used concepts of graph theory and complex networks [39].

We also used the consensus sequence for Fushi Tarazu Transcription Factor 1 (FTZ-F1) binding site (YCAAGGTCR; [40]) to build a PSSM and then identify putative FTZ-F1 binding sites (at least 70% similar to the consensus sequence) in the 3 kb upstream intergenic regions of selected DEGs. We used the same score metrics (Church score, ROC-AUC and Enrichment score) to estimate the specificity of FTZ-F1 binding sites.

## Results

### Ecdysteroid-coordinated development of the thoracic dorsum during the pupal-to-adult molt

Figure 1 shows the ecdysteroid titer-coordinated changes in external morphology (exoskeleton) during pupal-to-adult transition. Toluidine-stained cross sections of the thoracic dorsal integument and subjacent tissues are also shown for pupae-in-apolysis and two successive pharate-adult phases. The ecdysteroid peak induces the detachment of the pupal cuticle from the epidermis. The exuvial fluid is then secreted by the epidermis in the space created beneath the detached pupal cuticle. Next, the adult cuticle (shown in pharate-adults cross sections) is gradually deposited on the epidermis. The thoracic sections of the newly-ecdysed-pupae (not shown) and pupae-in-apolysis are histologically very similar, except that in the former the cuticle is still attached to the epidermis, while in the latter it is already detached.

**Figure 1:**
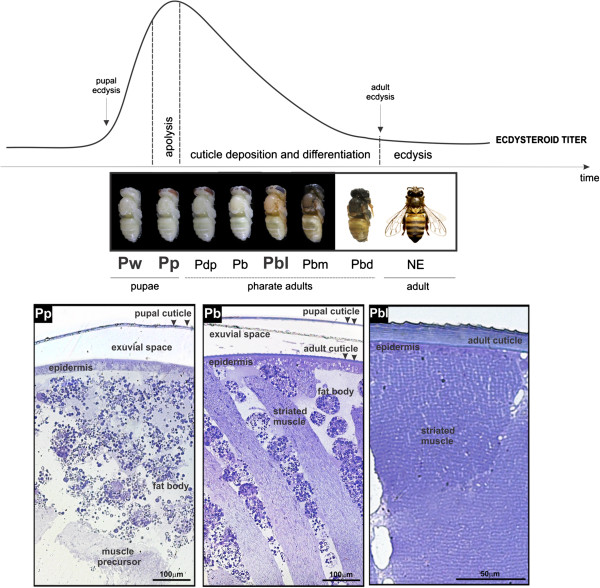
**Morphological changes in thoracic dorsum during molting.** Thoracic dorsum development in the honeybee during the ecdysteroid-regulated pupal-to-adult molt. Ecdysteroid titer modulation adapted from Pinto *et al.*[41]. Photos of bees in the sequential phases of the pupal-to-adult molt are shown. The abbreviations in bold under the photos represent the developmental phases used for gene expression analysis: Pw (newly-ecdysed-pupa), Pp (pupa-in-apolysis) and Pbl (pharate-adult). Apolysis is triggered in the Pp phase by the ecdysteroid peak. Deposition and differentiation of the adult exoskeleton occurs under declining ecdysteroid titer in the successive pharate-adult phases (Pdp, Pb, Pbl, Pbm and Pbd). NE: newly-emerged worker bee. Toluidine blue-stained semithin sections of the thoracic dorsum from pupae-in-apolysis (Pp phase), and pharate-adults (Pb and Pbl phases) are shown at the bottom. The detached pupal cuticle (arrowheads) is evident in pupae-in-apolysis (Pp phase) and pharate-adults (Pb phase). Muscle precursors and abundant fat body cells could be observed in pupae-in-apolysis (Pp phase). Adult cuticle deposition on epidermis (arrowheads), and differentiating muscle fibers interspersed with fat body cells were seen in early pharate-adults (Pb phase). The fat body cells disappear from the thoracic dorsum and muscle fibers contact epidermis in the next pharate-adult phase (Pbl).

### Changes in gene expression in the thoracic dorsum during pupal-to-adult development

The cDNA microarray analysis revealed 995 and 1,497 spots corresponding to up- or downregulated genes in the thoracic dorsum of pharate-adults compared with newly-ecdysed-pupae and pupae-in-apolysis, respectively. These genes represent 6.9% and 10.4%, respectively, of the 14,400 oligonucleotides spotted on the microarray slides. 

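The thoracic dorsum of honeybee workers was compared between newly-ecdysed-pupae (Pw), pupae-in-apolysis (Pp) and pharate-adults (Pbl) on 6 dual-channel oligonucleotide arrays, 2 for each pair of phases with the Cy3 and Cy5 dyes exchanged. Each phase was thus measured in 4 channels. The RNA came from 2 pools of 10 thoraces per phase. The sources used here do not say which pool lay on which slide, so the p-values measure the spread between these arrays, which may be technical in part. The deposited file of each array holds the scanner brightness of each spot with its local background and no normalization. The authors also deposited a table of normalized log2 ratios, from which the analysis did not start. Each of 13440 oligonucleotides and 960 control rows had 2 spots. A channel counted as above background for an oligonucleotide where at least 50% of the spot pixels exceeded the background by 2 standard deviations, on the mean of its 2 spots. This held for 7.68% to 45.9% of the oligonucleotides in the Cy5 channels and 25.0% to 82.5% in the Cy3 channels. The 2 arrays of Pp against Pbl belong to another slide series than the other 4. Their median Cy5 background was 365 and 853, against 44 to 128 on the other arrays.

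The settings of the paper's methods were used in limma, with normexp background correction at an offset of 50, print-tip loess within arrays and Aquantile between arrays. Duplicate spots were averaged and control spots were left out. A linear model over all 6 arrays gave the log2 ratio of each oligonucleotide between each pair of phases, with a median standard error of 0.239. Adjusted p-values follow Benjamini and Hochberg within each comparison, at a threshold of 0.05. Counts are counts of oligonucleotides, and the number of arrays limits their precision. Gene names were given to 997 oligonucleotides, which stand for 992 genes of the Official Gene Set. They were found by matching log2 ratios to those printed in Table S3 and Table S4 within 6e-06. The matched ratios came from a refit with the settings of the authors' table. A match was kept only where its adjusted p in that refit was under 0.06. Where several matches remained, the other table was used to choose. Only the first 705 rows of Table S3 and the first 724 rows of Table S4 were used here, and a further 56 and 449 rows were not. The rows used reach falls of -1.20 and -0.81, so that deeper falls carry a name only where the other table gave it. Gene symbols such as Hml are those of the Drosophila orthologs given in these tables. For a gene above background in no channel of a phase, a fold was also taken from the channel levels, as the mean of the brighter phase over the higher of the array's lowest measured level and its own level. It comes from single channels after normalization, is open to dye bias and can exceed the fitted ratio. It is printed only where it does not exceed that ratio, and elsewhere the fitted ratio is given. Neither is a bound, since the dim phase can enter at its own measured level. Several gene lists were made by a search for words in gene names. The search missed genes that belong to these groups, so counts from it cover the genes it returned and not all that were named.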

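Hml (GB15018), the ortholog of hemolectin, a clotting protein of hemocytes, was higher in pharate-adults than in newly-ecdysed-pupae by a log2 ratio of 1.78 (standard error 0.23, adjusted p = 0.0139 from limma over 6 arrays). Against pupae-in-apolysis its log2 ratio was 1.62 (adjusted p = 0.0114 from limma). Ef1alpha48D (GB16844), a translation elongation factor, fell by 1.26 on the log2 scale from Pw to Pbl (standard error 0.23, adjusted p = 0.0369 from limma) and by 1.32 from Pp to Pbl (adjusted p = 0.0226 from limma). Among 4 channels each of Pw, Pp and Pbl, Hml was above background in 4, 3 and 4. Of the 13440 oligonucleotides, 269 (2.00%) changed in pharate-adults against newly-ecdysed-pupae, 179 higher and 90 lower. Against pupae-in-apolysis 510 (3.79%) changed, 273 higher and 237 lower.

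The Pp and Pbl ratios measured on the second slide series had the same sign as those obtained through Pw on the other series for 55.2% of all oligonucleotides. Across oligonucleotides, which are not independent replicates, their correlation was 0.289. Each series alone called 88. Of these, 69 on the second series and 27 on the first were among the 510 of the full fit. The calls were 77 higher and 11 lower on the second series, and 50 and 38 on the first. Without the Pw and Pp arrays in turn, 40 and 66 changed from Pw to Pbl and 173 and 238 from Pp to Pbl. Without the Pw and Pbl arrays in turn, the counts were 72 and 84, then 565 and 303. Without the Pp and Pbl arrays in turn, they were 79 and 181, then 42 and 139. The log2 ratios on the pair of Pw and Pp arrays ran opposite to those obtained through Pbl. With the sign of that pair turned, 627 and 851 oligonucleotides changed in the 2 comparisons, and with the pair left out 16 and 151. The settings on that pair were chosen after the data were seen. The balance of directions also moved. In Pbl against Pp, 103 were higher and 553 lower under median centring, 592 and 745 with duplicate spots kept, 425 and 469 with the swap pair as a random block, 363 and 508 without dim oligonucleotides, 964 and 1303 at an unadjusted p, and 373 and 478 with the Pw and Pp pair turned. In Pbl against Pw, 63 were higher and 393 lower under median centring and 822 and 889 at an unadjusted p. With each dye-swapped pair averaged to a single ratio, as if the swap repeated the same extracts, limma called 0 and 6, and 1214 and 1672 had an unadjusted p under 0.05.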

The oligonucleotide set included the following: Official Gene Set sequences (OGS); variable exons from the antimicrobial peptide apidaecin and from the IG-family gene Dscam; representative genes from viral, fungal, bacterial, and microsporidian pathogens of honeybees; and non-OGS expressed sequence tags (ESTs) from a subtractive library biased toward larval genes upregulated upon exposure to *Paenibacillus larvae*. Our analyses focused exclusively on the OGS sequences, which included 862 (86.63%) and 1,304 (87.11%) genes showing changes in their expression levels in pharate-adults compared with newly-ecdysed-pupae and pupae-in-apolysis, respectively. Some of these oligonucleotides were duplicated in the microarray slides; thus, there were 761 and 1,173 unique DEGs in the respective comparisons. 

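Among the oligonucleotides past the threshold, 195 in Pbl against Pw and 334 in Pbl against Pp could be named, and they stand for 192 and 330 genes. Of these genes 150 and 218 were higher and 42 and 112 lower in pharate-adults. The share of higher genes follows the part of the tables used here, which holds all rises and not all falls. CG1674 (GB19666) was measured by 2 oligonucleotides, whose log2 ratios in Pbl against Pw were 3.00 and 1.73 (adjusted p = 0.0139 and 0.0354 from limma) and in Pbl against Pp 3.50 and 2.37 (adjusted p = 0.00572 and 0.00853 from limma). Tm1 (GB30512), a tropomyosin gene, was measured by 3 oligonucleotides. Of these 1, at a log2 ratio of 1.32 and 1.08, did not pass the test in either comparison, while the others lay between 2.50 and 2.61 and passed.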

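Between newly-ecdysed-pupae and pupae-in-apolysis, Tm1 (GB17944), a tropomyosin of the muscle thin filament, had a log2 ratio of -1.13 (standard error 0.23, unadjusted p = 0.00129 from limma). Pxd (GB10387), a peroxidase, stood at -0.79 (standard error 0.20, unadjusted p = 0.00397 from limma). The smallest p belonged to the unnamed oligonucleotide AM07647, at 1.19 (unadjusted p = 0.000593 from limma). The adjusted p of each was 1. limma called 0 of the 13440 oligonucleotides in Pp against Pw, and 214 (1.59%) had an unadjusted p under 0.05, where 5% would by chance.

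The 2 arrays that hold both phases, fitted on their own, called 181 oligonucleotides, 74 higher and 107 lower in Pp. Only 5 of them (2.76%) had a ratio of the same sign through Pbl on the other 4 arrays. Across oligonucleotides the direct and the indirect ratio of Pp over Pw had a correlation of -0.389, with -0.13 for the first and -0.465 for the second of the 2 arrays alone. With the sign of the pair turned, a setting chosen after the data were seen, 114 oligonucleotides passed, 74 higher and 40 lower in Pp, and the log2 ratios of AM07647, Tm1 and Pxd were -0.36, 0.00452 and 0.46, so that the order by p given above rests on the labels of that pair. The RT-qPCR of the paper, on other samples, shows AmelCPR28 and GB11550 lower in Pp than in Pw. Their direct log2 ratios were 1.44 and 1.22, and those through Pbl -3.83 and -2.71, with 2 of 4 Pp channels above background for each. AmelCPR15, AmelCPR24, AmelCPR25 and AmelCPR29 are higher in Pp in Fig. 6. The first 3 of these were above background in no Pp channel, so that no ratio is given for them. AmelCPR29, above background in 1 of 4 Pp channels, had a direct log2 ratio of -1.02 and -0.29 through Pbl.

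**Figure D1:**
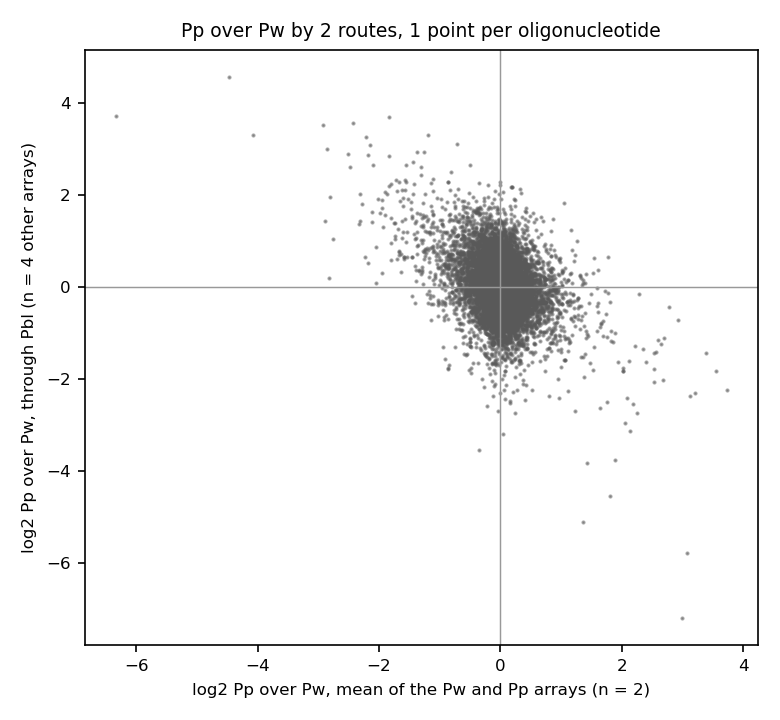
Log2 ratio of Pp over Pw for each oligonucleotide, measured on the 2 arrays that hold both phases (horizontal axis) and through Pbl on the other 4 arrays (vertical axis). The cloud leans from upper left to lower right, with a correlation of -0.389 and the same sign for 41.7% of the oligonucleotides.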

Notably, statistically significant changes in gene expression were not detected during the newly-ecdysed-pupae to pupae-in-apolysis transition; the changes were greater, and therefore statistically significant, after apolysis.

The numbers of DEGs in the thoracic dorsum are shown in Figure 2. Some of these genes were differentially expressed in both comparisons; therefore, we compiled a total of 1,253 unique DEGs. These data highlighted the changes in gene expression during the transition from pupal-to-adult thoracic dorsum. 

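RpS28b (GB10455), a protein of the small cytosolic ribosomal subunit, was higher in pharate-adults in both comparisons, at log2 ratios of 1.45 and 1.74 (adjusted p = 0.024 and 0.0084 from limma). Prosbeta5 (GB19200), a proteasome subunit, passed the test only against pupae-in-apolysis, where it fell by 0.95 (adjusted p = 0.0424 from limma). Against newly-ecdysed-pupae its log2 ratio was -0.86 (adjusted p = 0.085 from limma). The difference between these ratios did not pass (adjusted p = 1 from limma for Pp against Pw). Every oligonucleotide had that adjusted p there, so the value cannot show whether these ratios differ. In both comparisons 247 oligonucleotides changed, 163 higher and 84 lower in pharate-adults, and none in opposite directions. In at least 1 of the comparisons 532 changed. Independent lists of these sizes would share 3.64 higher and 1.59 lower oligonucleotides.

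The comparisons share the pharate-adult channels, so that their chance values go together. The correlation of the log2 ratios across oligonucleotides was 0.89 against a mean of 0.501 in 20 simulated sets with no effect, and their covariance 0.248 against a simulated 0.0427. Fitted from the 2 direct arrays of each comparison, which share no array, the correlation was 0.521 against a simulated -0.00219. The simulation drew each array independently. With 2 pools per phase, RNA of the same Pbl pool may lie on both sets of arrays. Differences between pools could then raise the correlation, which the simulated value leaves out. Of the 237 oligonucleotides that fell from Pp to Pbl, 153 did not pass from Pw to Pbl, but all 153 had a ratio below 0 there too. The shared pharate-adult channels push their ratios that way, and this share was not simulated without an effect. The count thus does not show falls from Pp alone, and the sign does not show falls from Pw.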

The up- and downregulated genes are listed in Additional file 3: Table S3 and Additional file 4: Table S4.

**Figure 2:**
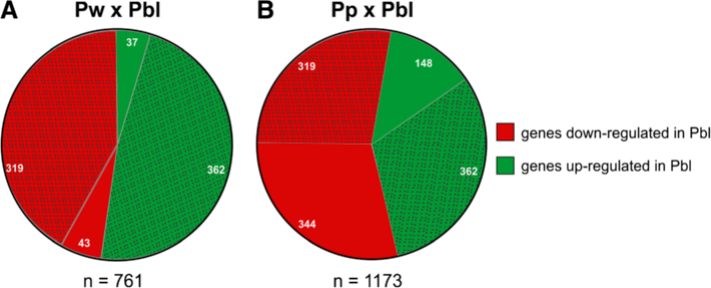
**Number of DEGs in the microarray analysis. (A)** Comparison between newly-ecdysed-pupae (Pw phase) and pharate-adults (Pbl phase). **(B)** Comparison between pupae-in-apolysis (Pp phase) and pharate-adults (Pbl). The dotted areas in the graphs represent the number of DEGs that are common to both comparisons.

Figure 3 illustrates the magnitude of the differences in gene expression between the pupal and pharate-adult thoracic dorsum.

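The muscle genes Tm1 (GB17944), a tropomyosin, and Zasp66 (GB30104), a protein of the Z band, were among the largest changes. In Pbl against Pw their log2 ratios were 3.74 (standard error 0.23, adjusted p = 0.00203 from limma) and 3.86 (standard error 0.45, adjusted p = 0.011 from limma). In Pbl against Pp they were 4.88 (adjusted p = 0.000534 from limma) and 3.69 (adjusted p = 0.00773 from limma). Tm1 was above background in 1 of the 4 Pp channels. CG14372 (GB17838) rose by 4.03 and 5.07 in the same comparisons, Ncoa6 (GB19040), the ortholog of a coactivator of nuclear receptors, by 3.47 and 4.34, and CG1868 (GB15540) by 3.27 and 4.14. The unnamed oligonucleotide AM12765 rose most, by 5.18 from Pw to Pbl. It was above background in no Pp channel, and its fitted log2 ratio in Pbl against Pp was 6.14. The deepest falls from Pw to Pbl were those of the unnamed AM07088 (-2.62) and AM05253 (-2.32), and from Pp to Pbl those of AM07637 (-3.13) and AM02368 (-2.97). The order of falls depends on the Pw and Pp arrays. AM07637, saturated in 1 Pp channel, stood at -2.06 on the direct arrays and at -1.28 with that pair turned (adjusted p = 0.167 from limma), and AM02368 at -3.13 and -2.56. Against Pw, AM07637 fell by 3.28 with the pair turned, where AM07088 fell by 2.43. Out of the 4 Pw, 4 Pp and 4 Pbl channels, CG14372 was above background in 3, 3 and 4, Ncoa6 in 2, 2 and 4, CG1868 in 3, 4 and 4, AM07637 in 3, 3 and 3 and AM02368 in 4, 4 and 3. A change of over 4-fold was found for 76 higher and 5 lower oligonucleotides past the threshold in Pbl against Pw, and for 102 higher and 16 lower in Pbl against Pp.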

**Figure 3:**
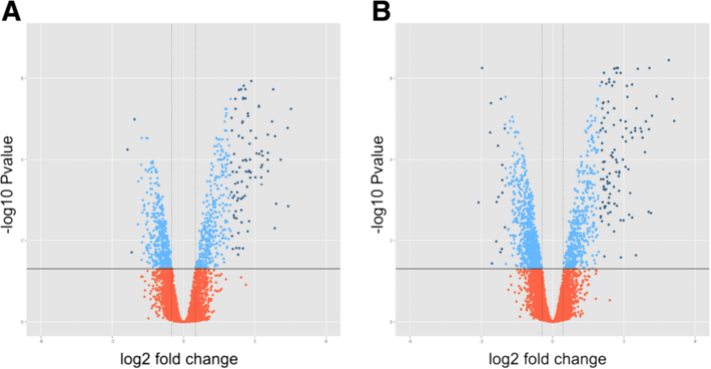
**Differential gene expression in the thoracic dorsum during the pupal-to-adult molt. (A)** Comparison between newly-ecdysed-pupae (Pw phase) and pharate-adults (Pbl phase). **(B)** Comparison between pupae-in-apolysis (Pp phase) and pharate-adults (Pbl phase). Plots of significance and fold-change are indicated in the y- and x-axes, respectively. The horizontal line indicate p value = 0.05. The genes that display statistically significant differential expression (p value < 0.05) and high magnitude fold change (Log2FC cutoff = 0.5) are represented as light- and dark-blue dots above the horizontal line (dark-blue dots display Log2 fold-change greater than 2). Red dots below the horizontal line indicate p value > 0.05 and small magnitude fold change.

### Gene ontology (GO) functional analysis

DAVID was used for GO analysis of DEGs that were orthologous to *D. melanogaster* genes. The comparisons of pharate-adults with newly-ecdysed-pupae or pupae-in-apolysis revealed 705 (92.64%) and 1,086 (92.58%) DEGs, respectively, with predicted orthology to *D. melanogaster* genes.

The GO results for the enriched Biological Process, Molecular Function, and Cellular Component categories are shown in Figure 4. 

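Among 15 genes of cytosolic ribosomal proteins that a search of gene names returned, RpL17 (GB17564) and RpL23 (GB12633) fell in pharate-adults in both comparisons. From Pw to Pbl they fell by 0.96 and 1.18 on the log2 scale (adjusted p = 0.0471 and 0.0341 from limma), and from Pp to Pbl by 0.90 and 1.02 (adjusted p = 0.0412 and 0.0376 from limma). In each comparison 12 of the 15 did not pass the test, and 1 was higher. Adjusted over the list alone, 9 and 10 were lower and 2 and 2 higher, at medians of -0.78 and -0.69. Of 3 translation factors that the search returned, 1 fell in each comparison, and 3 and 3 were lower when adjusted over the list alone; it missed others, among them eIF5, eIF-5A and Ef1gamma. The splicing genes that the search returned, which missed x16 and Hel25E among others, fell from Pp to Pbl. LSm3 (GB16295), of the ring that binds the U6 snRNA, fell by 1.13 from Pw to Pbl and by 1.48 from Pp to Pbl (adjusted p = 0.0475 and 0.0137 from limma). U2af38 (GB17195), a subunit of the factor that recognises the 3' splice site, had log2 ratios of -0.95 (adjusted p = 0.0566 from limma) and -1.00 (adjusted p = 0.0342 from limma). In Pw, Pp and Pbl, with 4 channels each, RpL23 was above background in 4, 4 and 3, LSm3 in 4, 3 and 1 and U2af38 in 4, 4 and 3. These genes carry names only through the study's lists of changed genes, so the direction of each group is not independent evidence. Under median centring of the arrays without loess, the median of the ribosomal proteins was -1.38 and -1.45.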

DEGs from newly-ecdysed-pupae and pupae-in-apolysis were grouped in the same Biological Process categories (cellular macromolecule metabolic process; cellular metabolic process involving nucleobases, nucleosides, nucleotides and nucleic acids; macromolecule biosynthetic process; and gene expression including the production of transcripts, translation into proteins, and protein processing events) and Molecular Function (protein binding, nucleic acid binding, and nucleotide binding). By contrast, pharate-adult DEGs were grouped in distinct Biological Process categories (phosphorus metabolic process, electron transport chain, and generation of precursor metabolites and energy), and Molecular Function (structural constituent of cuticle, oxidoreductase activity, substrate specific transporter activity, transmembrane transporter activity, and structural constituent of ribosome) (Figure 4A,B).

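Of 9 genes of the mitochondrial respiratory chain that a search of gene names returned, 6 rose from Pw to Pbl and 6 from Pp to Pbl, none fell, and 8 and 8 were higher when adjusted over the list alone. CoVa (GB15816), a subunit of cytochrome c oxidase, rose by a log2 ratio of 2.35 (standard error 0.20, adjusted p = 0.0056 from limma) and 2.71 (adjusted p = 0.00211 from limma). CoIV (GB20012), another subunit, rose by 1.65 and 1.94 (adjusted p = 0.0137 and 0.00572 from limma). SdhB (GB14832) and SdhC (GB12875), of succinate dehydrogenase, rose by 1.69 and 1.57 from Pw to Pbl (adjusted p = 0.0137 and 0.024 from limma), and by 1.77 and 2.04 from Pp to Pbl (adjusted p = 0.00738 and 0.00671 from limma). For mt:ND5 (GB18811), a subunit of NADH dehydrogenase, the log2 ratios were 0.32 and 0.39, which did not pass the test (adjusted p = 0.573 and 0.355 from limma). Of the 4 channels of Pw, of Pp and of Pbl, SdhB was above background in 4, 2 and 3. The median over the 9 genes was 1.69 and 1.95, and 1.09 and 1.16 under median centring. The search missed other genes of the chain, among them ND42, ND75 and RFeSP, and no test of the group was run. The 9 genes were named through the study's lists of changed genes, and their direction is not independent evidence.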

**Figure 4:**
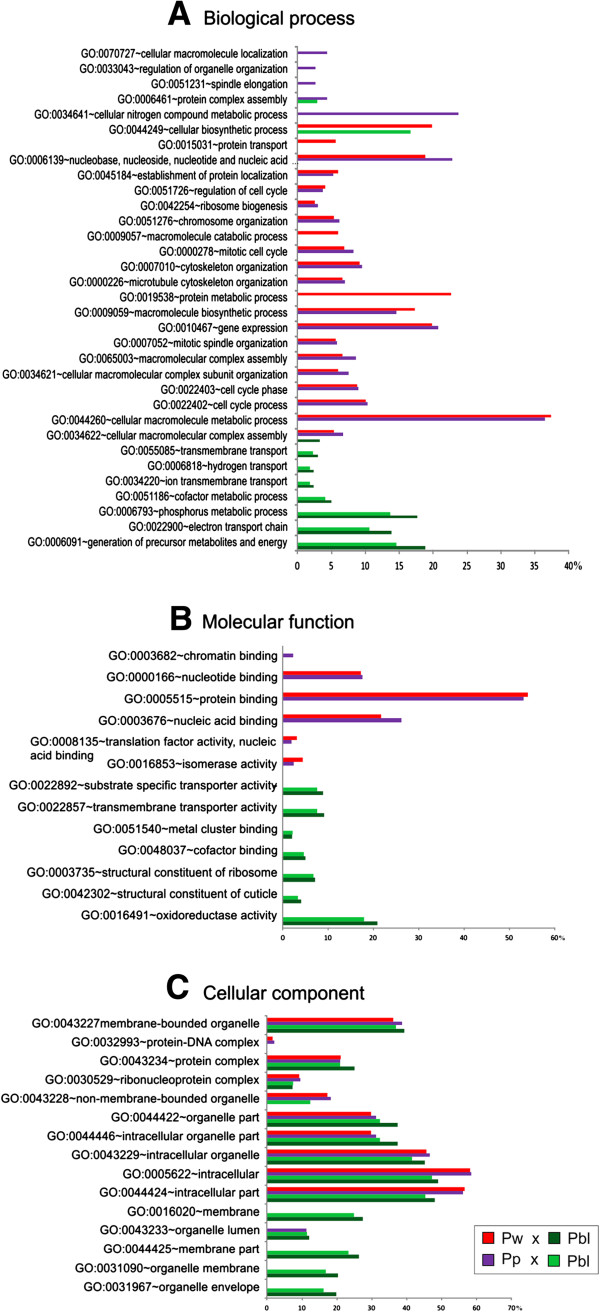
**Gene Ontology functional analysis.** GO functional analysis clustered the pupal and pharate-adult DEGs in distinct **(A)** Biological Process and **(B)** Molecular Function categories. **(C)** Several of the Cellular Component categories are shared by pupal and pharate-adult DEGS, although a proportion of pharate-adult DEGs were separately grouped. Pw: Newly-ecdysed-pupae; Pp: Pupae-in-apolysis; Pbl: pharate-adults. Red and dark-green horizontal bars represent the functional categories in the comparison between Pw and Pbl phases. Purple and light-green horizontal bars represent the functional categories in the comparison between Pp and Pbl phases.

Several of the Cellular Component categories were shared by pupal and pharate-adult DEGS, although some of them (membrane, membrane part, organelle membrane, and organelle envelope) were exclusively assigned to pharate-adult DEGs (Figure 4C).

Therefore, GO analysis clearly separated most of the pupal and pharate-adult DEGs into distinct functional categories.

### Differentially expressed CP genes

Within the DEGs, we found 24 genes encoding CPs. 

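Of the 24 CP genes of Table S5, 22 could be found on the arrays by name. Those not found include AmelCPF1, the only CP gene that the paper has as lower in pharate-adults, so a lack of falls follows in part from the list. In pharate-adults 11 of them were higher than in newly-ecdysed-pupae and 12 higher than in pupae-in-apolysis, and none was lower, at an adjusted p under 0.05 from limma. All 22 had log2 ratios above 0 in both comparisons, except that Am-C lay at -0.02 and -0.05 when the arrays were only median centred. The median log2 ratio was 2.06 against Pw and 2.30 against Pp. Adjusted over the list alone, 20 and 22 were higher. The study chose this list on these arrays, so its direction is not independent evidence. The planned set tests on it were run, and are left out for the same reason.

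The counts of higher genes against Pw were 2 and 7 without the Pw and Pp arrays in turn, 3 and 10 without the Pw and Pbl arrays, and 5 and 8 without the Pp and Pbl arrays. Against Pp they were 10 and 8 without the Pw and Pp arrays in turn, 14 and 11 without the Pw and Pbl arrays, and 2 and 5 without the Pp and Pbl arrays. With the sign of the Pw and Pp pair turned they were 17 and 15, and without that pair 0 and 10. With each dye-swapped pair averaged limma called none of them (20 and 22 at an unadjusted p under 0.05 over all arrays). Under median centring 7 and 7 were higher, while duplicate spots kept gave 19 and 21.

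**Figure D2:**
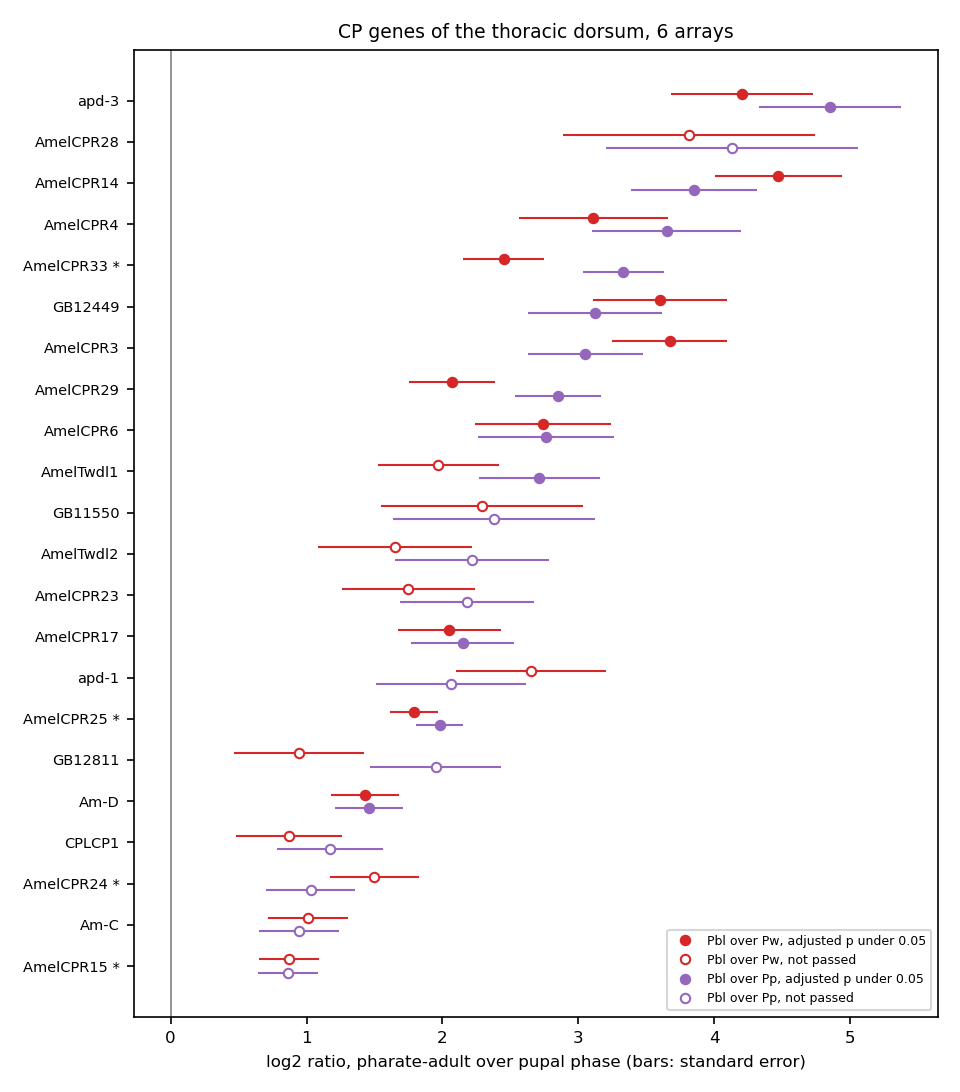
Log2 ratios of the 22 CP genes in Pbl over Pw and Pbl over Pp, with bars for the standard error over 6 arrays. Filled points passed the test at an adjusted p under 0.05 and open points did not; an asterisk marks a gene above background in no Pp channel, whose plotted Pbl over Pp ratio is the fitted one and no bound. All points lie above 0 under print-tip loess, where Am-C lies below 0 under median centring.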

Figure 5 shows the classes of differentially expressed CP genes detected in the microarrays. 

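AmelCPR14 (GB30336) had the largest rise from Pw to Pbl among the CPR genes that passed the test, with a log2 ratio of 4.47 (standard error 0.47, adjusted p = 0.00793 from limma), and rose by 3.85 from Pp to Pbl (adjusted p = 0.00743 from limma). AmelCPR3 (GB17384) rose by 3.67 and 3.05 (adjusted p = 0.011 and 0.0108 from limma), and AmelCPR4 (GB15203) by 3.11 and 3.65 (adjusted p = 0.0355 and 0.0145 from limma). AmelCPR6 (GB14225) rose by 2.74 and 2.76, with 2.63 and 2.75 on a second oligonucleotide. AmelCPR29 (GB11134) rose by 2.07 and 2.85 (adjusted p = 0.024 and 0.00572 from limma) and AmelCPR17 (GB30333) by 2.05 and 2.15 (adjusted p = 0.0417 and 0.0254 from limma). AmelCPR33 (GB19110) and AmelCPR25 (GB10683) were above background in 2 of the 4 Pw channels and in no Pp channel. They rose by 2.45 and 1.79 from Pw to Pbl (adjusted p = 0.013 and 0.00705 from limma). Against Pp their fitted log2 ratios were 3.33 and 1.98 (adjusted p = 0.00319 and 0.00305 from limma). Among 4 channels each of Pw, Pp and Pbl, AmelCPR14 was above background in 3, 3 and 4, AmelCPR3 in 3, 2 and 4, AmelCPR4 in 3, 2 and 4, AmelCPR6 in 4, 3 and 4, AmelCPR29 in 2, 1 and 4 and AmelCPR17 in 2, 3 and 4.

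Other CPR genes did not pass the test in either comparison. AmelCPR28 (GB14537) had log2 ratios of 3.81 and 4.13, with a standard error of 0.93 (adjusted p = 0.105 and 0.0552 from limma). AmelCPR23 (GB20015) stood at 1.75 and 2.18 (adjusted p = 0.154 and 0.0552 from limma), while its second oligonucleotide, at 0.88 and 1.28, passed against Pp (adjusted p = 0.0176 from limma). AmelCPR24 (GB10424) and AmelCPR15 (GB17642) had log2 ratios of 1.50 and 0.87 against Pw (adjusted p = 0.0723 and 0.116 from limma). Against Pp their fitted log2 ratios were 1.03 and 0.86, which did not pass the test (adjusted p = 0.15 and 0.0806 from limma). Out of the 4 Pw, 4 Pp and 4 Pbl channels, AmelCPR28 was above background in 2, 2 and 4, AmelCPR23 in 4, 3 and 4, AmelCPR24 in 1, 0 and 3 and AmelCPR15 in 2, 0 and 3.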

The CPR genes (*AmelCPR 3*, *4*, *6*, *14*, *15*, *17*, *23*, *24*, *25*, *28*, *29* and *33*), which encode proteins containing the chitin-binding R&R Consensus [13], were the most abundant among the differentially expressed CP genes (50%). 

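The gene of the Apidermin apd-3 (GB30203) rose by a log2 ratio of 4.20 from Pw to Pbl (standard error 0.52, adjusted p = 0.0137 from limma) and by 4.85 from Pp to Pbl (adjusted p = 0.00572 from limma). It was above background in 1 of the 4 Pw channels and 2 of the 4 Pp channels. For apd-1 (GB30202) the log2 ratios were 2.65 and 2.06, which did not pass the test (standard error 0.55, adjusted p = 0.0621 and 0.0943 from limma). Am-D (GB13470), which encodes an analog of the chitin-binding peritrophins, rose by 1.43 and 1.46 (standard error 0.25, adjusted p = 0.035 and 0.0234 from limma). Am-C (GB13298), of the same group, had log2 ratios of 1.01 and 0.94 (standard error 0.29, adjusted p = 0.171 and 0.142 from limma). The Tweedle1 gene (GB19234) rose by 2.71 from Pp to Pbl (standard error 0.45, adjusted p = 0.0203 from limma), and against Pw its log2 ratio was 1.97 (adjusted p = 0.0831 from limma). Neither comparison passed for the Tweedle2 gene (GB14193), at 1.65 and 2.22, nor for CPLCP1 (GB12705), at 0.87 and 1.17 (adjusted p = 0.412 and 0.169 from limma). In Pw, Pp and Pbl, with 4 channels each, apd-1 was above background in 2, 3 and 4, Am-D in 4, 2 and 2, Tweedle1 in 4, 3 and 4, Tweedle2 in 3, 3 and 4 and CPLCP1 in 4, 1 and 4. The genes apd-2 and AmelCPF1 were not analysed here.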

The genes encoding Apidermins (Apd-1, Apd-2, and Apd-3), CPF and CPLCP1 proteins, the Analogous-to-Peritrophins proteins Am-C and Am-D, and the Tweedle1 and Tweedle2 proteins accounted for the remaining differentially expressed CP genes. Another three sequences, GB12449, GB12811 and GB11550, were included in this list of CPs (further details are in the next section).

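GB12449 rose in pharate-adults by a log2 ratio of 3.60 against newly-ecdysed-pupae (standard error 0.49, adjusted p = 0.0174 from limma) and by 3.12 against pupae-in-apolysis (adjusted p = 0.0176 from limma). It was above background in 2 of the 4 Pw channels, 3 of the 4 Pp channels and all Pbl channels. GB12811 had log2 ratios of 0.94 and 1.95 (standard error 0.48), which did not pass the test (adjusted p = 0.493 and 0.0734 from limma). GB11550, whose ortholog in these tables is the cuticular protein gene Cpr92F, stood at 2.29 and 2.38 (standard error 0.75), which did not pass either (adjusted p = 0.223 and 0.145 from limma). Of the 4 channels of Pw, of Pp and of Pbl, GB11550 was above background in 3, 2 and 4.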

**Figure 5:**
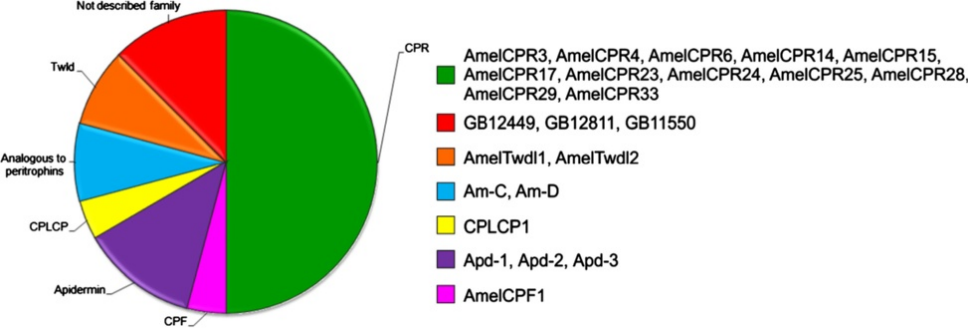
**CP genes differentially expressed in the thoracic dorsum.** Families of CP genes differentially expressed in the thoracic dorsum. The microarray analysis revealed genes encoding members of CPR, CPF, Apidermin, CPLCP, Analogous-to-Peritrophins, and Tweedle (Twdl) families, in addition to putative CP genes not assigned to any family (GB12449, GB12811, GB11550). Genes in each family are listed at the right.

The structures of the differentially expressed CP genes were determined *in silico* by mapping them to the annotated honeybee genome using Artemis software (Release 7, The Sanger Institute [42]) (Additional file 5: Figure S1). The differentially expressed CP genes comprised 2 exons (8 genes), 3 exons (12 genes), or 4–5 exons (4 genes). The first exon is relatively small in 14 of the differentially expressed CP genes. Schematic representations of the clustered CP genes are shown in Additional file 5: Figure S1, and the characteristics of the proteins encoded by the differentially expressed CP genes are described in Additional file 6: Table S5. All 24 CPs contain an N-terminal signal peptide, consistent with their secretion by the epidermis to integrate the cuticle. A low molecular mass was a common feature shared with CPs from other insects. Of the 24 mature honeybee CPs, 21 (87.5%) have a molecular mass of less than 30 kDa. The smallest CP is 6.1 kDa, and the largest is 40.4 kDa. The R&R Consensus-type was identified using hmmfind software, available at the cuticleDB web site [http://bioinformatics2.biol.uoa.gr/cuticleDB/index.jsp], using default parameters. Among the 12 CPR genes identified in the arrays, six contain the RR-1 Consensus sequence, and five have the RR-2 Consensus sequence. 

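The RR-1 genes AmelCPR14, 17, 24, 25, 28 and 29 had a median log2 ratio of 2.06 in pharate-adults against newly-ecdysed-pupae, from 1.50 to 4.47. Against pupae-in-apolysis their median was 2.50. The RR-2 genes AmelCPR3, 4, 6, 15 and 23 had medians of 2.74 and 2.76, and in Pbl against Pw they ranged from 0.87 to 3.67. In each comparison 4 of the 6 RR-1 genes and 3 of the 5 RR-2 genes were higher at an adjusted p under 0.05 from limma, and none was lower. A difference between the RR-1 and RR-2 genes was not tested.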

We could not determine whether the CPR gene *AmelCPR33* has the RR-1, RR-2 or RR-3 Consensus sequence.

The expression (transcript levels) of each of the 24 CP genes was quantified by RT-qPCR using specific primers and thoracic dorsum samples from newly-ecdysed-pupae, pupae-in-apolysis, and pharate-adults. The position of the primers in each predicted gene sequence is illustrated in Additional file 5: Figure S1. Seventy-two comparisons were performed in triplicate with independent samples. The RT-qPCR results agreed with the microarray data in 58 of these comparisons, indicating an accuracy of 80.5%. Except for the gene *AmelCPF1* (the unique member of the CPF family revealed in the microarray analysis), all the other 23 CP genes were upregulated in pharate-adults, when the adult cuticle is being deposited (Figure 6).

**Figure 6:**
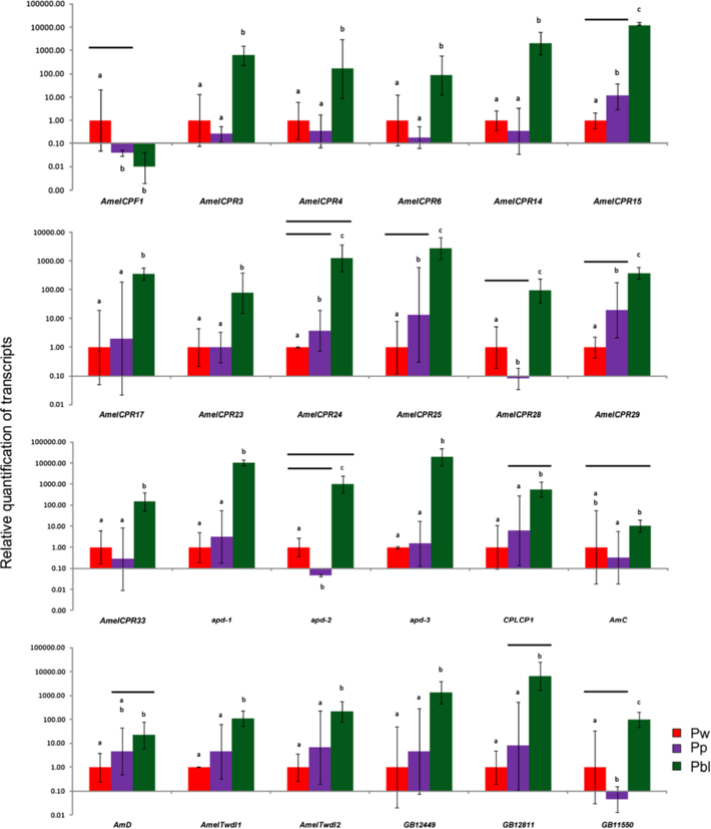
**RT-qPCR for quantification of CP transcripts.** Relative quantification (RT-qPCR) of transcripts encoding CPs in the thoracic dorsum of newly-ecdysed pupae (Pw), pupae-in-apolysis (Pp), and pharate-adults (Pbl). Overall, the RT-qPCR data are in agreement with the microarray data, except for the comparisons marked by horizontal lines above the graph columns.

### GB12449 and GB12811 genes are expressed in the epidermis

The protein FASTA sequence of each DEG was obtained from Amel_prerelease2_OGS_pep data bank (honeybee genome, version 4.0) using GBs as accession numbers. These sequences were analyzed by BLASTP using the non-redundant database (NCBI). The first 10 BLAST hits were searched for the terms “cuticle”, “exoskeleton”, and “cuticular”, which could indicate similarity with described CPs. The predicted proteins encoded by GB12449, GB12811 and GB11550 could not be unequivocally included in any of the 12 previously-defined CP classes [8].

Sequencing of the corresponding cDNAs validated the sequences of GB12449 and GB12811 (Figure 7). Both have features that may qualify them as encoding CPs: (1) abundance of glycine residues (GB12449 and GB12811 sequences have 20.9% and 22.5% glycine, respectively); (2) presence of GGYGG and/or GGY motifs, typical of glycine-rich CPs; (3) presence of an N-terminal signal peptide; (4) absence of cysteine residues in the mature protein (GB12811 has a cysteine residue in the signal peptide).

**Figure 7:**
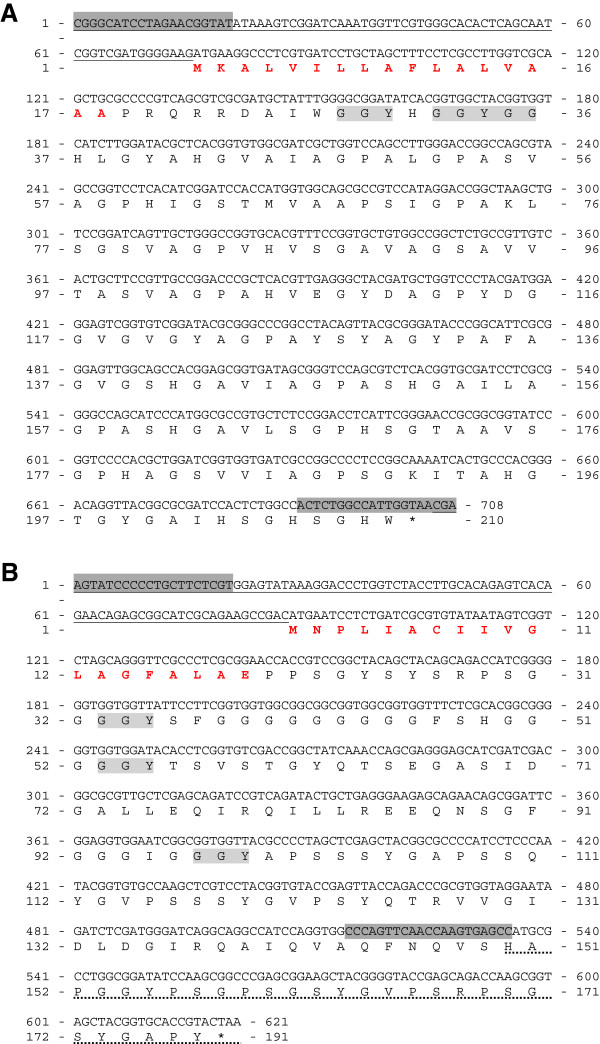
**GB12449 (JX456099) and GB12811 (JX456100) cDNA sequences.** The genes **(A)** GB12449 [GenBank:JX456099] and **(B)** GB12811 [GenBank:JX456100] were validated by sequencing their respective cDNAs. The nucleotides and the predicted amino acid sequences are shown. The 5′UTR regions are underlined. The primers used for sequencing the genes are marked in dark-gray. Signal peptide is in red letters. Conserved motifs are shown in light-gray. Asterisk indicates stop codon. The non-sequenced portion of GB12811cDNA is marked by a dashed line.

Using *in situ* hybridization, GB12449 and GB12811 transcripts were localized in the cytoplasm of epidermal cells in the thoracic dorsum of pharate-adults (Figure 8), where these genes were expressed at high levels (see transcript levels in Figure 6). In summary, these genes are expressed in the epidermis and possibly encode proteins involved in cuticle formation.

**Figure 8:**
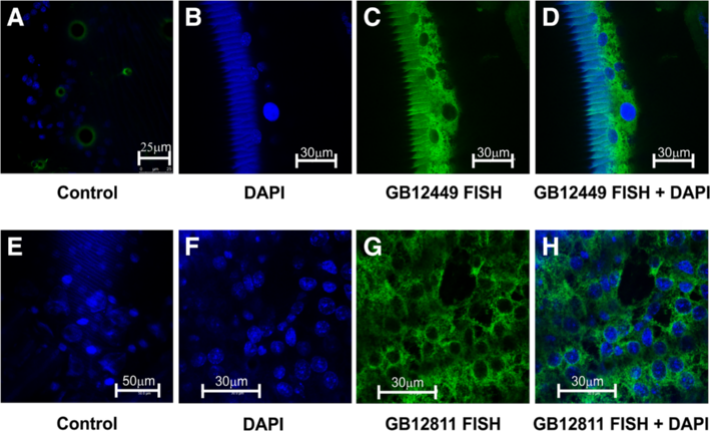
**FISH for localization of putative CP transcripts in epidermis.** Fluorescent *in situ* hybridization and confocal microscopy showing the presence of GB12449 [GenBank: JX456099] and GB12811 [GenBank:JX456100] transcripts (green) in the epidermis of pharate-adult bees. **(A**, **E)** Controls using the sense probes labeled with Alexa Fluor 555® (Invitrogen) and DAPI to stain cell nuclei; **(B**, **F)** DAPI-stained cell nuclei (blue); **(C**, **G)** GB12449 and GB12811 antisense probes labeled with Alexa Fluor 555® (Invitrogen); **(D**, **H)** Merged B + C and F + G images. **A**, **E**-**H**: monolayer of epidermal cells in focal planes. **B**-**D**: cross sections of the integument showing the cuticle at the left and the epidermis at the right. Setal sockets **(**green rings in **A)** and the cuticle **(**seen in **B**-**D)** are self-fluorescent.

The protein encoded by GB11550 was identified in integument extracts from honeybee pupae and pharate-adults using 2-dimensional electrophoresis (data not shown). Well-focused protein spots were trypsin-digested, and identified by peptide mass fingerprint using MALDI-TOF mass spectrometry. Mass spectra were analyzed against the NCBI non-redundant protein database using Mascot software for protein identification and characterization. This analysis confirmed the presence of the GB11550 protein in the integument [43].

### Differential expression of genes related to thoracic muscle formation

Among the DEGs, we detected genes that are potentially involved in the differentiation of thoracic muscles from precursor cells. 

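Of 12 genes of sarcomere proteins that a search of gene names returned, 8 rose from Pw to Pbl and 10 from Pp to Pbl, none fell, and 12 and 11 were higher when adjusted over the list alone. Mlc2 (GB13399), a light chain of muscle myosin, rose by a log2 ratio of 3.31 (standard error 0.56, adjusted p = 0.0333 from limma) and 2.64 (adjusted p = 0.047 from limma). Prm (GB30222), the paramyosin of the thick filament, rose by 2.66 and 2.73 (adjusted p = 0.0291 and 0.0176 from limma). Tm2 (GB13279), a tropomyosin, rose by 2.48 and 3.04 (adjusted p = 0.032 and 0.0103 from limma). TpnC73F (GB10545), a calcium-binding troponin C, had log2 ratios of 0.82 and 0.47 (adjusted p = 0.31 and 0.524 from limma). Among 4 channels each of Pw, Pp and Pbl, Tm2 was above background in 3, 4 and 4. The search missed other sarcomere genes, among them Mhc, sls and Mlp60A, and no test of the group was run. These genes too were named through the study's lists of changed genes, which is not independent evidence of their direction.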

Myoblasts derived from mesenquimal cells are the precursors of myocytes that elongate and fuse to form the adult thoracic muscles [1]. Conventional light microscopy analysis of the thoracic dorsum of pupae-in-apolysis (Figure 1) showed a mass of myocytes subjacent to the integument and surrounded by fat cells. The myocytes differentiate into striated muscle fibers that contact specific regions of the epidermis. Functioning as tendons, the integument infolds (i.e., apodemes) and specific points in the superficial epidermis serve as attachment sites for the striated muscles. Muscle attachment to the epidermis starts in early pharate-adults (at the Pb phase, which immediately precedes the Pbl phase). In the thoracic dorsum of the Pbl phase, the musculature is already in close contact with the integument (Figure 1).

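Of 26 muscle genes that the legend of Fig. 9 and the marked rows of Tables S3 and S4 name, 11 were higher in pharate-adults than in newly-ecdysed-pupae and 19 higher than in pupae-in-apolysis at an adjusted p under 0.05 from limma. None was lower, and all 26 log2 ratios were above 0 in both comparisons, with medians of 1.62 and 2.04. The rows marked for muscle in the part of the tables used here are all rises, and muscle genes that the study has as lower were not analysed here, so that the lack of falls follows from the list. Adjusted over the list alone, 24 and 24 were higher. The study chose these genes on these arrays, so their direction is not independent evidence. Mlp60A (GB19606), a LIM protein of the Z disc, rose by 3.12 from Pw to Pbl (standard error 0.43, adjusted p = 0.0174 from limma) and by 3.48 from Pp to Pbl (adjusted p = 0.00775 from limma). Unc-89 (GB10576), the ortholog of a giant protein of the M line, rose by 2.71 and 2.63 (adjusted p = 0.0251 and 0.0188 from limma). The gene zip (GB18651), which encodes a nonmuscle myosin heavy chain, rose by 2.45 and 3.33 (adjusted p = 0.0439 and 0.0108 from limma). The titin-like sls (GB14642) rose by 1.83 from Pw to Pbl (adjusted p = 0.0434 from limma). By the channel levels it was 4.27-fold higher in Pbl than in Pp, where no channel was above background, which is no bound. Mhc (GB30329), the muscle myosin heavy chain, stood at 1.35 against Pw (adjusted p = 0.15 from limma). By the channel levels it was 3.24-fold higher against Pp (adjusted p of the fitted ratio = 0.0424 from limma). The troponin T gene up (GB16881), at 0.61 and 0.66, and Mf (GB12239), the thick filament protein myofilin, at 3.23 and 3.01 with a standard error of 0.85, did not pass in either comparison. Out of the 4 Pw, 4 Pp and 4 Pbl channels, Unc-89 was above background in 2, 2 and 4, sls in 1, 0 and 3, Mhc in 1, 0 and 3 and Mf in 3, 4 and 4.

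The muscle genes higher against Pw numbered 0 and 2 without the Pw and Pp arrays in turn, 2 and 9 without the Pw and Pbl arrays, and 2 and 7 without the Pp and Pbl arrays. Those higher against Pp numbered 11 and 11 without the Pw and Pp arrays in turn, 19 and 18 without the Pw and Pbl arrays, and 0 and 5 without the Pp and Pbl arrays. With the sign of the Pw and Pp pair turned the counts were 17 and 21, and without that pair 0 and 9. With each dye-swapped pair averaged, no muscle gene passed. Under median centring 3 and 9 were higher and with scaling between arrays 9 and 12, while duplicate spots kept gave 21 and 24.

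**Figure D3:**
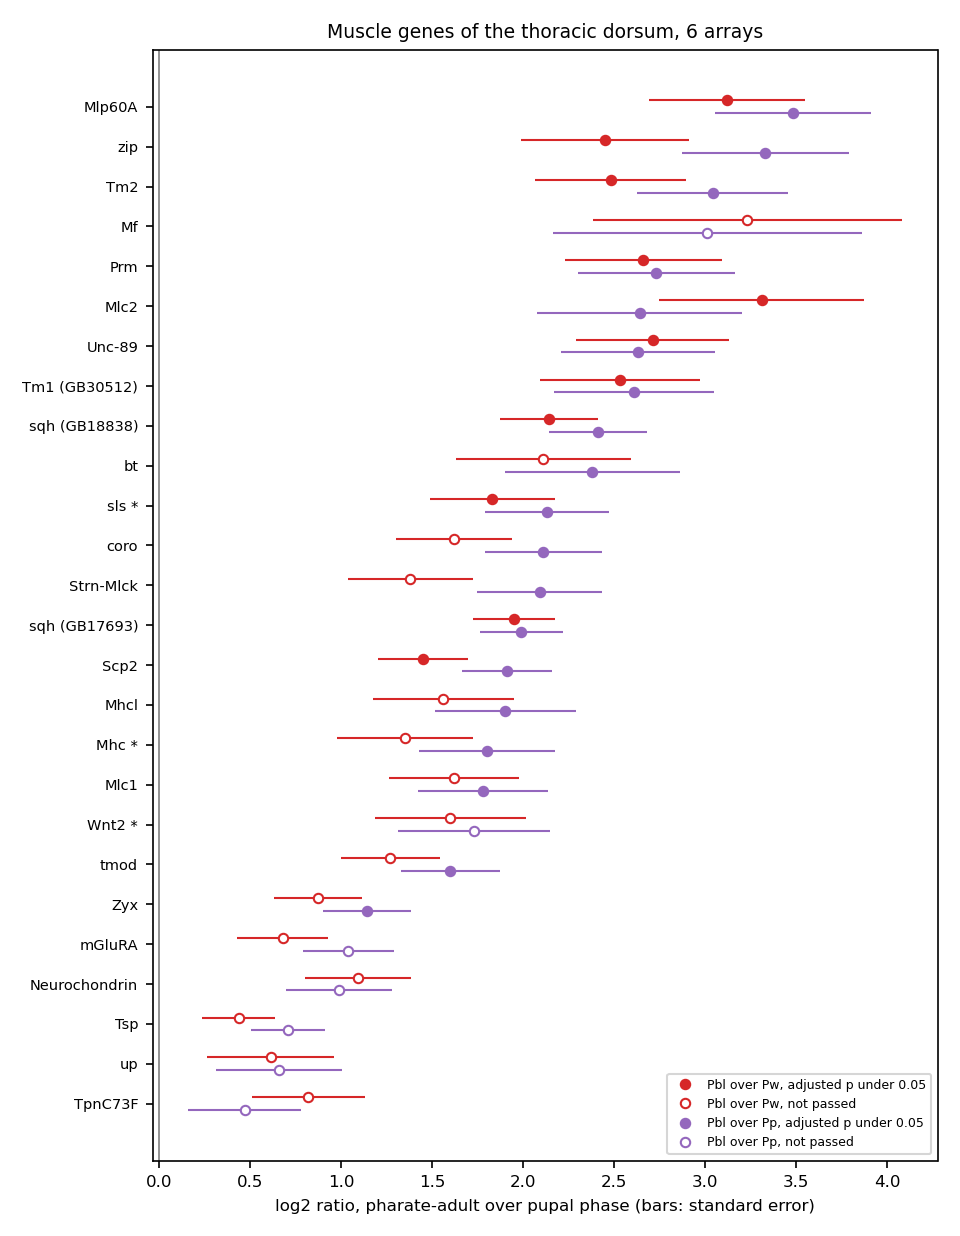
Log2 ratios of the 26 muscle genes in Pbl over Pw and Pbl over Pp, with bars for the standard error over 6 arrays. Filled points passed the test at an adjusted p under 0.05 and open points did not; an asterisk marks a gene above background in no Pp channel, whose plotted Pbl over Pp ratio is the fitted one and no bound. All points lie above 0.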

Among the 36 genes identified as “muscle genes” in the DEG list, 28 were upregulated during thoracic musculature formation (Additional file 3: Table S3; Additional file 4: Table S4). These genes are potentially involved in functions such as structural constituents of muscle fibers, muscle tendon junction, muscle attachment, adult somatic muscle development and sarcomere organization.

Before the onset of muscle fibers formation from precursors, the thoracic dorsum is filled with fat body cells (Figure 1: see thoracic cross section of Pp pupa-in-apolysis). As development proceeds, the fat body cells are gradually replaced by the thoracic musculature (Figure 1, see thoracic cross section of Pb and Pbl pharate-adults). The hexamerin genes highly expressed in the fat body, *hex 70a* (GB30362), *hex 70b* (GB10869), *hex 70c* (GB13613) and *hex 110* (GB14361), were revealed in the microarray analysis of pupal thoracic dorsum. Their transcript levels were reduced in the subsequent developmental phases, when the fat body cells become scant or disappear from the thoracic dorsum (see Additional file 3: Table S3; Additional file 4: Table S4).

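The hexamerin genes hex 70b (GB10869), hex 70c (GB13613) and hex 110 (GB14361), which encode storage proteins, fell from pupae-in-apolysis to pharate-adults. They fell by 1.62 (standard error 0.31, adjusted p = 0.0341 from limma), by 1.59 (standard error 0.25, adjusted p = 0.0178 from limma) and by 1.75 on the log2 scale (standard error 0.30, adjusted p = 0.0221 from limma). Against newly-ecdysed-pupae their log2 ratios were -1.17, -1.19 and -1.17, which did not pass the test (adjusted p = 0.137, 0.0654 and 0.12 from limma). Adjusted over the list alone, 3 and 3 were lower, which is not independent evidence, since the study named these genes from these arrays. In Pw, Pp and Pbl, with 4 channels each, hex 70b was above background in 4, 2 and 2, hex 70c in 4, 4 and 1 and hex 110 in 4, 3 and 2. The gene hex 70a was not analysed here. The rows of the study's lists used here reach falls of -1.20 against Pw and -0.81 against Pp. A hexamerin that fell further in both could carry no name, so the near-equal ratios against Pw may follow from that cut. The genes that fell from Pp to Pbl were 0 and 2 without the Pw and Pp arrays in turn, 3 and 1 without the Pw and Pbl arrays, and 0 and 1 without the Pp and Pbl arrays. With the sign of the Pw and Pp pair turned 2 fell in each comparison, and without that pair none did, nor with each dye-swapped pair averaged. From Pp to Pbl, 0 passed with no background correction, where their median was -0.94 against -1.62 in the main fit. With scaling between arrays 1 passed, while global loess and median centring kept 3.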

In summary, the developmental morphology of the thoracic dorsum was in agreement with the expression of fat body and muscle-related genes in the microarray data.

### Regulatory motifs shared by the DEGs

Thirty motifs resembling previously identified transcription factor binding sites (with greater than 70% similarity) were discovered in the UCRs of the honeybee DEGs (Additional file 7: Table S6). Ten of these *cis*-regulatory motifs were shared by several of the upregulated CP- and muscle-related genes. The regulatory network shown in Figure 9 organizes all this information and suggested that CP- and muscle-related genes are co-regulated in the developing thoracic dorsum.

**Figure 9:**
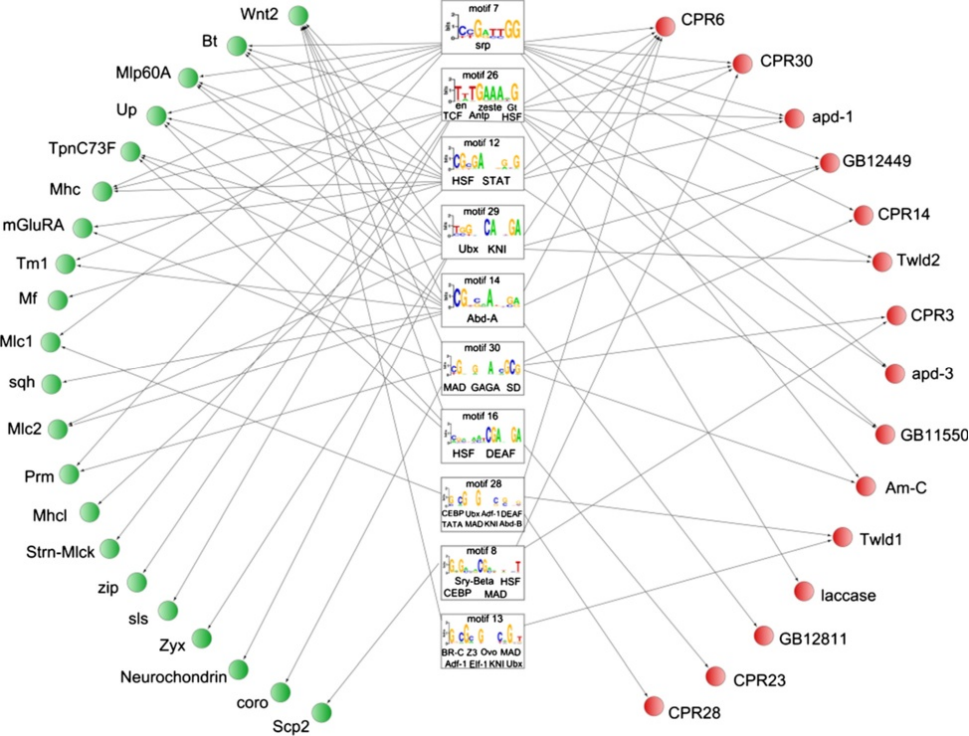
**Proposed regulatory network in exoskeleton construction.** Potential regulatory network acting in the thoracic dorsum based on shared overrepresented motifs in the UCR regions of CP- and muscle-related genes. CP- and muscle-related genes integrating the network were all up regulated during adult exoskeleton formation. Rectangles show transcription factors and the target sequences (motif logos) in the UCR regions (see Additional file 7: Table S6). Red and green circles represent the CP- and muscle-related genes, respectively. The arrows indicate the occurrence of motifs in the UCRs of target genes. See Additional file 6: Table S5 for GB accession numbers and other information on these CP genes. Muscle-related genes: Wnt2 (GB16243), Bt (GB11358), Mlp60A (GB19606), Up (GB16881), TpnC73F (GB10545), Mhc (GB30329), mGluRA (GB18621), Tm1 (GB30512), Mf (GB12239), Mlc1 (GB16215), sqh (GB17693), Mlc2 (GB13399), Prm (GB30222), Mhcl (GB12303), Strn-Mlck (GB16909), zip (GB18651), sls (GB14642), Zyx (GB15339), Neurochondrin (GB14786), coro (GB20076), Scp2 (GB15916). See Additional file 3: Table S3 and Additional file 4: Table S4 for information on identity and potential function of muscle-related genes.

Motif_7 and motif_26 showed greater than 80% similarity with binding sites for known transcription factors. Motif_7 is 83% similar to the Serpent (SRP) binding site. SRP is a GATA-like transcription factor involved in the specification of mesoderm-derived tissues in *D. melanogaster*, including the thoracic musculature. Motif_26 showed 87% similarity to the Antennapedia (Antp) binding site motif, 85% similarity to the Engrailed (En) and Zeste (Z) binding site motifs, 82% similarity to the Giant (Gt) binding site and 88% similarity to the T-cell-factor (TCF) binding site. Importantly, Antp, En, Z, and TCF are all expressed in the precursors of the thoracic dorsum, i.e., the wing imaginal discs (references in Discussion, part 2).

We also found binding sites sharing more than 70% similarity with Broad-Complex (BR-C Z1, BR-C Z2 and BR-C Z3 isoforms) response elements (Additional file 7: Table S6). Broad-Complex isoforms are ecdysone signal-related transcription factors reported to be important during adult cuticle differentiation [44]. The presence of a BR-C Z3-like binding site (motif 13) in the regulatory region of genes encoding a CP (Tweedle1) and a muscle-related protein (Wnt2) (Figure 9) suggests direct co-regulation by ecdysone during thoracic dorsum formation.

There is experimental evidence that the FTZ-F1 transcription factor regulates the transcription of CP genes in *B. mori* and *D. melanogaster* (reviewed in [45]); therefore, we also searched for FTZ-F1 binding sites in the promoter region of the upregulated CP- and muscle-related gene set shown in Figure 9. Except for the occurrence of one FTZ-F1-like binding site in the Am-C gene (GB13298; Figure 9), which is very similar (over 80%) to the consensus sequence, the presence of FTZ-F1-like binding sites was not supported by any of three enrichment scores used in our computational analysis (pipeline designed for cis-regulatory motifs discovery; Church >0.05, ROC-AUC <0.5 and Enrichment score > 0.05).

## Discussion

### Differential expression of genes involved in thoracic dorsum formation during the ecdysteroid-regulated pupal-to-adult molt

Our microarray data underscored the intense changes in gene expression in the thoracic dorsum during the pupal-to-adult molt, and revealed a set of genes involved in adult cuticle formation. GO analysis clearly grouped the pupal and pharate-adult DEGs into distinct Biological Process and Molecular Function categories, and revealed the complexity of functions needed for the relatively rapid process of definitive exoskeleton formation.

The most represented GO categories among the pupal DEGs were related to DNA replication, transcription, mRNA splicing and polyadenylation, tRNA metabolic process, rRNA processing, translation, protein folding and Golgi organization. This is in agreement with DNA, RNA and protein syntheses occurring in the epidermis for cell division or increase in size [46]. 

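Of 3 genes of DNA replication that a search of gene names returned, none fell from Pw to Pbl and 2 fell from Pp to Pbl. Mcm3 (GB12419), a subunit of the replicative helicase that the search missed along with Mcm5 and dup, fell by 1.07 from Pw to Pbl and by 1.30 from Pp to Pbl (adjusted p = 0.0474 and 0.0176 from limma). Mcm3 was chosen after its values were seen, and no values are given for Mcm5 and dup. Orc1 (GB17820), a subunit of the origin recognition complex, had a log2 ratio of -1.15 against Pw (adjusted p = 0.0664 from limma) and fell by 1.45 against Pp (standard error 0.24, adjusted p = 0.0221 from limma). CDC45L (GB17770), a factor of the replicative helicase, stood at -0.89 against Pw (adjusted p = 0.0556 from limma) and fell by 0.93 against Pp (adjusted p = 0.0335 from limma). In protein folding, Hsp60 (GB18969), a mitochondrial chaperonin, fell by 0.97 from Pp to Pbl (adjusted p = 0.0489 from limma), while the other chaperonin gene that the search returned, Cct5 (GB10587), did not pass the test at -0.69 (adjusted p = 0.0821 from limma). Of 7 genes of the secretory pathway that it returned, gammaCop (GB14298), a coatomer subunit of vesicles of the Golgi, fell by 0.93 from Pp to Pbl (adjusted p = 0.0442 from limma) and the other 6 did not pass. Of the 4 channels of Pw, of Pp and of Pbl, Orc1 was above background in 4, 4 and 2, CDC45L in 4, 4 and 2, Hsp60 in 4, 3 and 2, Cct5 in 4, 4 and 3 and gammaCop in 4, 4 and 2. From Pw to Pbl none of the chaperonin or secretory genes returned passed. Adjusted over the list alone, the genes lower in the 2 comparisons were 3 and 3 for replication, 2 and 2 for folding and 5 and 5 for secretion. The study's lists of changed genes supplied these names, so the directions are not independent evidence.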

Other GO categories associated with pupal DEGs (mitotic spindle organization and elongation, cyclin catabolic process, mitotic anaphase-promoting complex activity, regulation of mitotic metaphase/anaphase transition, transcription involved in G2/M phase of mitotic cell cycle and regulation of cell cycle) suggest roles in cell division. Such activities precede, and are usually correlated with, the increase in ecdysteroid titer and apolysis. Furthermore, secretion and membrane trafficking apparently occurs in response to ecdysone, which has been reported to induce Golgi formation (reviewed in [47]).

By contrast, the most represented GO categories among pharate-adult DEGs were mainly related to mitochondrial activity and energy generation (mitochondrial electron transport, oxidative phosphorylation, and ATP synthesis coupled electron transport). The GO categories including structural constituent of the cuticle, peroxidase activity, oxidoreductase activity and transmembrane and protein transport, could be intuitively connected to adult cuticle deposition and differentiation.

The most prominent epidermal products involved in cuticle formation are the structural CPs. Based on sequence motifs, the CPs identified to date in insects and other arthropods were tentatively classified into 12 different families [8]. Only six of the 12 CP families have been predicted in the honeybee genome. Proteins in these six families are encoded by 47 CP genes, of which 32 have the R&R Consensus sequence characteristic of the CPR family, three encode proteins from the CPF/CPF-like families [48], two encode Tweedle proteins [49], two encode CPLCP proteins (Cuticular Protein of Low Complexity, Proline-rich [50]), three encode Apidermins [14] and five encode CPAP3 family proteins (Cuticular Proteins Analogous to Peritrophins having 3 ChtBD2 chitin-binding domains) [51].

The whole-genome oligonucleotide array analysis revealed 24 CP genes, including six that were previously validated [12,14,15]. All but one (*AmelCPF1*) of these genes was upregulated during the synthesis and deposition of the adult cuticle. Twelve of them encode CPR proteins. Eight genes encode CPs from the Apidermin, CPLCP, Analogous-to-Peritrophin and Tweedle families. The other three upregulated genes (GB12449, GB12811 and GB11550) could not be categorized into a CP family. However, GB12449 and GB12811 sequences showed motifs and features that have been frequently used to identify putative CP genes in insect genomes. Furthermore, *in situ* hybridization experiments showed that GB12449 and GB12811 transcripts are abundant in the epidermis during adult cuticle deposition, suggesting that their products are structural CPs. The GB11550 translation product was identified in the integument by 2-dimensional electrophoresis and mass spectrometry, and was found in higher levels in pharate-adults than in pupae [43]. The upregulation of these 23 CP genes in pharate-adults, as verified in the microarray data, was confirmed by RT-qPCR transcript quantification. All these genes are induced after apolysis, i.e., after the ecdysteroid pulse, coinciding with adult cuticle deposition.

As revealed by microarray hybridization and RT-qPCR analyses, *AmelCPF1* did not fit the typical pattern of CP gene regulation because its expression is higher in the integument of newly-ecdysed-pupae than in pupae-in-apolysis and pharate-adults. This suggests that *AmelCPF1* is downregulated during apolysis by the ecdysteroid peak. This gene is apparently not involved in adult thoracic cuticle formation, although it may have a role in structuring the pupal cuticle. Using stringent criteria for characterizing stage-specific CPR family genes in *Anopheles gambiae*, Togawa *et al*. [10] identified genes that appeared to be specific to a single developmental stage, namely, the larval, pupal, or adult stages. The investigation of *AmelCPF1* expression in other developmental stages, or instars, may help to elucidate its stage-specific character.

The RT-qPCR findings highlighted the transient and statistically significant downregulation of *AmelCPR28, apd-2* and *GB11550* during apolysis (see Figure 6), when the ecdysteroid titer is maximal. Several CP genes are downregulated *in vivo* by the high ecdysteroid titer that induces apolysis, or *in vitro* by a high ecdysteroid concentration; expression is then recovered following the hormone peak, or after its removal from the incubation medium (reviewed in [45]). The ecdysteroid peak seems important for reprogramming these genes, and other genes involved in the molting process, for later expression. This type of ecdysteroid-modulated expression was previously demonstrated for *AmelCPR14*[12], *AmelTwdl1* and *AmelTwdl2*[15]. The microarray and RT-qPCR findings have extended the number of CP genes that are potentially upregulated by the ecdysteroid pulse for construction of the adult exoskeleton.

The CPR genes upregulated in the thoracic dorsum of pharate-adults encode proteins containing RR-1 (6 genes) or RR-2 (5 genes) Consensus sequences, implying that both contribute to the structure of the hard (rigid) thoracic cuticle. This finding contrasts with earlier studies connecting RR-1 to soft (flexible) cuticles and RR-2 to hard cuticles. This is a subject not yet fully resolved, because studies on cuticle genes and proteins have been mainly made with whole body extracts. Andersen [52] suggested that RR-2 proteins are part of the exocuticle deposited during the pharate stage, whereas RR-1 proteins integrate the post-ecdysial endocuticle. However, this hypothesis has not yet been unequivocally validated [8,10].

The differential expression of genes encoding enzymes such as prophenoloxidase, tyrosine hydroxylase, and dopa-decarboxylase, which catalyze reactions leading to cuticle melanization and sclerotization, was not detected by the microarray analysis. We previously used RT-qPCR to investigate the expression of these genes in the honeybee integument [16,53]; there were significant increases in transcript levels in pharate-adults (Pbm and Pbd phases) older than those used in the current study (Pbl phase) (see the developmental phases in Figure 1). Consequently, the genes encoding these enzymes were not detected among the DEGs in our microarray analysis. However, other genes potentially involved in cuticle tanning, such as those encoding a laccase (*Amlac2*) and five peroxidases, were upregulated in pharate-adults. 

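Pxd (GB10387), the ortholog of the Drosophila peroxidase gene, rose from pupae-in-apolysis to pharate-adults by a log2 ratio of 1.43 (standard error 0.20, adjusted p = 0.0103 from limma). Against newly-ecdysed-pupae it stood at 0.64 (adjusted p = 0.192 from limma). Duox (GB13459), a dual oxidase that makes hydrogen peroxide, had log2 ratios of 0.96 and 1.19 (standard error 0.27), which did not pass the test (adjusted p = 0.152 and 0.0557 from limma). Among 4 channels each of Pw, Pp and Pbl, Pxd was above background in 2, 2 and 2 and Duox in 4, 3 and 3. Of the 5 peroxidases the study names, 0 were higher in Pbl against Pw by limma, where 2 were when adjusted over the list alone, and 1 was higher in Pbl against Pp, where 5 were when adjusted over the list alone. At an unadjusted p under 0.05 the counts were 2 and 5. The study chose these genes on these arrays, which is not independent evidence of their direction. Amlac2 was not analysed here. The peroxidases higher against Pp were 1 and 1 without the Pw and Pp arrays in turn, 2 and 2 without the Pw and Pbl arrays, and 0 and 1 without the Pp and Pbl arrays. With the Pw and Pp pair turned 1 was, namely Duox at 1.25 (adjusted p = 0.0228 from limma), while Pxd stood at 0.81 (adjusted p = 0.163 from limma). The count was 0 by limma without that pair or with each dye-swapped pair averaged.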

*Amlac2* encodes a laccase involved in the cross-linking of CPs and quinones for cuticle sclerotization [54]. Two of the peroxidase genes, GB13459 and GB10387, displayed 20% and 32% similarity (ClustalW 2.1 score), respectively, at the protein level with the translation product of a previously described cuticular peroxidase gene, *Ampxd* [GenBank:ADE45321.2] [15]. These Animal Heme Domain-containing peroxidases catalyze oxidative reactions, and may play a role in the oxidation of catechols to quinones, which leads to cuticle sclerotization [55,56].

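PHGPx (GB14138), the glutathione peroxidase, had a log2 ratio of 0.42 in Pbl against Pw and 0.90 in Pbl against Pp (standard error 0.20), and did not pass the test (adjusted p = 0.439 and 0.0519 from limma). Prx2540-1 (GB10498), a peroxiredoxin, stood at 1.05 and 1.93 (standard error 0.63, adjusted p = 0.587 and 0.16 from limma). Prx3 (GB10972), the other peroxiredoxin, stood at 1.16 and 1.31 (standard error 0.51, adjusted p = 0.403 and 0.241 from limma). For Prx2540-1 the 2 direct arrays of Pp against Pbl gave log2 ratios of -0.07 and 2.09. Out of the 4 Pw, 4 Pp and 4 Pbl channels, Prx2540-1 was above background in 4, 2 and 4 and Prx3 in 4, 4 and 3.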

The other peroxidase genes included a glutathione peroxidase (GB14138) and two peroxiredoxins (GB10498 and GB10972), also known as thioredoxin peroxidases. The honeybee glutathione peroxidase gene was previously included in a study on the evolution of this gene family in invertebrates [57]. Glutathione peroxidases and peroxiredoxins have been characterized in numerous taxa as important antioxidants. Both proteins were identified in the cuticle of parasitic nematodes, possibly for protection against reactive oxygen species generated by the defense system of the host (reviewed in [58]).

Like the CP genes and peroxidase genes identified in the microarray analysis, *Amlac2* and *Ampxd* displayed increased expression in pharate-adults, following the ecdysteroid pulse.

### CP- and muscle-related genes in the thoracic dorsum may share common regulatory motifs

Studies in *Drosophila* have shown that the notum epidermis and subjacent muscle fibers share the same precursors, i.e., both develop from the wing imaginal discs [23]). The epithelial cells of the discs are ectodermal in origin and differentiate into the notum and wing epidermis. Mesodermal adepithelial cells associated with the wing imaginal discs give rise to myoblast precursors of flight muscles [59]. Ten of the 30 potential binding sites for known transcription factors in the TRANSFAC database were shared by upregulated CP- and muscle-related genes (see Figure 9). Thus, these genes may be co-regulated during the differentiation of the thoracic exoskeleton. Two of these motifs, motif_7 and motif_26 (see Figure 9), are noteworthy because they are more than 80% similar to binding site motifs for known transcription factors.

Motif_7 is similar to the SRP transcription factor binding site. SRP is important for differentiation of mesoderm-derived tissues, such as the fat body and muscle precursors, in *D. melanogaster* embryos [60], and may downregulate the expression of a gene essential for myogenesis: *Mef2* (Myocyte-specific enhancer factor 2) [61,62].

Motif_26 is highly similar to binding sites for transcription factors active in developing wing imaginal discs in *Drosophila*, such as Antp, Z, En, and TCF. *Antp* is expressed in the presumptive notum (thoracic dorsum) region [63]. During metamorphosis, *z* is expressed in all imaginal disc derivatives and in the thoracic musculature of pharate-adults [64]. *en* plays a major role in the territorial subdivision of the imaginal wing discs for wing and thoracic dorsum (notum) definition (reviewed in [65]). dTCF (also called Pangolin) mediates the Wingless (Wg) signal transduction pathway in the wing imaginal discs. Like *en*, Wg is a player in wing disc territorial subdivision, and is involved in intercellular signaling that specifies the wing and notum primordia [66,67]. It is likely that factors active in the precursors (wing imaginal discs) remain active in the tissues derived from them (thoracic dorsum). This is an inference awaiting functional analysis.

Several of the potential transcription factor binding sites identified in the honeybee DEGs were previously found in *A. gambiae* CPR genes [10], such as Zen, Gt, Tll, Eve, Ubx, Abd-B, Twi, Z, and Broad-Complex isoforms (BR-C Z1, Z2, and Z3), the ecdysone signaling-related transcription factors. There is experimental evidence that Broad-Complex proteins regulate the transcription of CP genes in *B. mori*[68,69].

The presence of binding sites for BR-C isoforms suggests that ecdysone directly regulates some DEGs during thoracic dorsum formation. As we previously demonstrated, the expression of the CP gene *AmelTwdl1* is modulated by the ecdysteroid titer [15]. The discovery of a potential BR-C Z3-like binding site motif in the *AmelTwdl* UCR (motif_13 in Figure 9) is consistent with this finding. In *D. melanogaster*, the attachment of thoracic muscles to the dorsal epidermis requires BR-C Z1 function. It was proposed that *BR-C Z1* is induced by ecdysteroids in the thoracic wall and regulates target genes involved in tendon cell maturation [70]. Ecdysteroids also plays a key role in adult muscle development [71]. The muscle-related gene *Wnt2* has a potential BR-C Z3-like binding site motif (motif_13 in Figure 9), suggesting its regulation by ecdysteroids. In *Drosophila Wnt2* mutants, flight muscles are lost or fail to attach to their epidermal targets during adult thoracic muscle formation [72].

In addition to *tweedle 1* and *Wnt2*, other upregulated CP- and muscle-related DEGs contain potential binding sites for BR-C isoforms. Motif_25, which is similar to the BR-C Z1 binding site, was identified in the CP gene encoding an apidermin, *apd-2*; motif_9, a possible binding site for BR-C Z2/Z3, was detected in the muscle-related gene *myofilin*. Similarly, putative binding sites for BR-C Z2 (motif_15) were identified in genes encoding a peroxidase and a peroxiredoxin. Both enzymes have been associated with cuticle pigmentation and sclerotization [15,56], which are regulated by ecdysteroids [73,74]. These motifs were omitted from the regulatory network (Figure 9) because they were identified in CP- *or* muscle-related genes, and the regulatory network was constructed exclusively with those motifs detected in both CP- *and* muscle-related genes.

Functional analysis has shown that FTZ-F1 regulates the transcription of CP genes in *B. mori* and *D. melanogaster* (reviewed in [45]). Although FTZ-F1 binding sites are not enriched in the honeybee CP genes, the occurrence of a putative site in the Am-C gene (GB13298; Figure 9) may suggest this cuticular gene is regulated by FTZ-F1.

Our bioinformatics approach only hints at the complex regulatory network supposedly involved in thoracic exoskeleton development. By integrating our data in a gene network (Figure 9) we provide a hypothetical framework, which can be the basis for further functional analyses.

## Conclusions

Our data broadens our understanding on thoracic dorsum formation, at the molecular level, during the pupal-to-adult molt. Gene expression changes associated with formation of the hard thoracic dorsum in the honeybee were demonstrated using genome-wide cDNA microarray analysis and RT-qPCR. Of the 1,253 DEGs, 547 were upregulated in the thoracic dorsum following apolysis, implying induction by the ecdysteroid pulse that triggers cuticle deposition. 

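Of the 532 oligonucleotides that changed in at least 1 comparison with pharate-adults, 289 (54.3%) were higher and 243 lower in pharate-adults. Among the higher ones were alphaTub84B (GB10009), an alpha-tubulin, at log2 ratios of 1.61 and 2.34 (adjusted p = 0.0219 and 0.00486 from limma), and CoVIIc (GB17614), a subunit of cytochrome c oxidase, at 1.75 and 2.00 (adjusted p = 0.0291 and 0.0118 from limma). The search for genes of ecdysteroid response or hormone synthesis returned 2 genes, which did not pass the test, and missed dib and dare. ImpL3 (GB17148), an ecdysone-inducible lactate dehydrogenase, had log2 ratios of 1.25 and 1.43 (adjusted p = 0.167 and 0.0785 from limma). For jhamt (GB10517), a methyltransferase of juvenile hormone synthesis, the log2 ratio against Pw was 1.42 (adjusted p = 0.317 from limma). In Pw, Pp and Pbl, with 4 channels each, ImpL3 was above background in 2, 4 and 4 and jhamt in 1, 0 and 2. The median centring of arrays without loess gave 63 higher and 393 lower in Pbl against Pw, and 103 and 553 in Pbl against Pp, where print-tip loess gave 179 and 90, and 273 and 237. Those changed in at least 1 comparison numbered 174 and 239 without the Pw and Pp arrays in turn, 567 and 303 without the Pw and Pbl arrays, and 84 and 201 without the Pp and Pbl arrays. With the sign of the Pw and Pp pair turned 1060 did, with 336 higher and 291 lower in Pbl against Pw but 373 and 478 in Pbl against Pp. Without that pair 157 did, with 16 and 0, then 111 and 40. Duplicate spots kept gave 429 and 412, then 592 and 745. From upregulation after apolysis, the paper proposes induction by the ecdysteroid pulse that starts cuticle deposition.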

CP genes potentially encoding proteins of the CPR, Tweedle, Apidermin, CPF, CPLCP1, and Analogous-to-Peritrophins families were associated with thoracic dorsum formation. Three other genes, which do not belong to any known CP families, are novel CP candidate genes. In support of this hypothesis, fluorescent *in situ* hybridization revealed abundant expression of two of these novel genes in the pharate-adult epidermis, which is actively engaged in adult exoskeleton synthesis. Several potential binding sites for biologically relevant transcription factors were shared by upregulated CP- and muscle-related genes, suggesting co-regulation for coordinated development of thoracic exoskeleton and subjacent striated musculature. Further functional analysis of these *cis*-elements will be needed to test this hypothesis.

## Abbreviations

Abd-B: Abdominal-B; Antp: Antennapedia; ATP: Adenosine triphosphate; BR-C Z1, BR-C Z2, BR-C Z3: Broad-Complex isoforms; cDNA: Complementary DNA; CP: Cuticular protein; CPAP3: Cuticular protein analogous to peritrophins having 3 ChtBD2 chitin-binding domains; CPF: Cuticular protein containing a 41–44 aminoacids conserved sequence; CPLCP: Cuticular protein of low complexity- proline-rich; CPR: Cuticular protein containing a Rebers and Riddiford Consensus; Ct: Threshold cycle; DAPI: Diamidino-2-phenylindole; DAVID: The data base for annotation, visualization and integrated discovery; DMSO: Dimethyl sulfoxide; DNAse: Deoxyribonuclease; DEG: Differentially expressed gene; DNA: Deoxyribonucleic acid; dTCF: Drosophila T-cell factor; En: Engrailed; Eve: Even-skipped; FDR: False discovery rate; FTZ-F1: Fushi-tarazu factor 1; GEO: Gene expression omnibus database; GO: Gene ontology; Gt: Giant; HS: Hybridization solution; mRNA: Messenger ribonucleic acid; Mef2: Myocyte-specific enhancer factor 2; MIAME: Minimum information about a microarray experiment; NCBI: National center for biotechnology information; OGS: Official gene set sequences; ORF: Open reading frame; Pb: Pbl, Pbm, Pbd, Successive pharate adult phases in honeybee development; PBS: Phosphate buffered saline; PCR: Polymerase chain reaction; Pp: Honeybee pupae-in-apolysis; PSSM: Position-specific scoring matrix; Ptw: Phosphate buffered saline containing Tween-20; Pw: Honeybee newly-ecdysed pupae; rRNA: Ribosomal ribonucleic acid; RNA: Ribonucleic acid; RR-1: RR-2, R&R Consensus types; RT: Reverse transcription; RT-qPCR: Real-time reverse transcription polymerase chain reaction; SDS: Sodium dodecyl sulfate; SRP: Serpent transcription factor; SSC: Saline sodium citrate buffer; TCF: T-cell factor; Tll: Tailless; tRNA: Transfer ribonucleic acid; Twi: Twist; Ubx: Ultrabithorax; UCR: Upstream control region; UV: Ultraviolet light; Wg: Wingless; Z: Zeste; Zen: Zerknüllt.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MPMS and ARB performed the microarray analysis. ACQS analyzed the microarray data. MPMS performed the RT-qPCR analysis, fluorescent *in situ* hybridization, and prepared all figures and additional files. ACS and FCPF performed the motif analyses and constructed the regulatory network. LLC provided the integument histological sections. MMGB designed the study and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Primers used for the RT-qPCR analysis. Click here for file

Additional file 2: Table S2 Primers used for Fluorescent *in situ* hybridizations and sequencing. Click here for file

Additional file 3: Table S3 Genes differentially expressed in the comparison between newly-ecdysed-pupae (Pw phase) and pharate-adults (Pbl phase). Click here for file

Additional file 4: Table S4 Genes differentially expressed in the comparison between pupae-in-apolysis (Pp phase) and pharate-adults (Pbl phase). Click here for file

Additional file 5: Figure S1 Schematic representation of the structure of the differentially expressed CP genes. Click here for file

Additional file 6: Table S5 Differentially expressed CP genes and characteristics of their deduced proteins. Click here for file

Additional file 7: Table S6 Thirty motifs (cis-elements) sharing more than 70% similarity with binding sites for known transcription factors. Click here for file

# Supplementary material for: Genes involved in thoracic exoskeleton formation during the pupal-to-adult molt in a social insect model, Apis mellifera
**Source:** BMC Genomics. 2013 Aug 28;14:576. doi: 10.1186/1471-2164-14-576

**Figure S1- Schematic representation of the structure of the differentially expressed CP genes. (A)** Schematic representation of the structure of the differentially expressed cuticle protein genes. The long arrow below representations of gene structure indicates the direction of transcription. **(B)** Schematic representation of the cuticle protein genes arranged in clusters in the following linkage groups of the honey bee genome (version 4.5): Group2.7, Group4.7 and GroupUn41 (the apidermin gene cluster was described by **Kucharski *et al*. [14],** based on the honey bee genome, version 2.0). The genes and transcription direction are represented by large arrows. In **(A)** and **(B)** the exons and introns are indicated by boxes and lines, respectively, and the number of nucleotides is shown; black arrows indicate primers used in RT-qPCR, while small grey arrows indicate primers used in *in situ* hybridizations. The clear portion of the 5’ boxes in the GB12449 and GB12811 genes represent the UCR region where primers were designed for sequencing these genes (as indicated by the small black arrows).

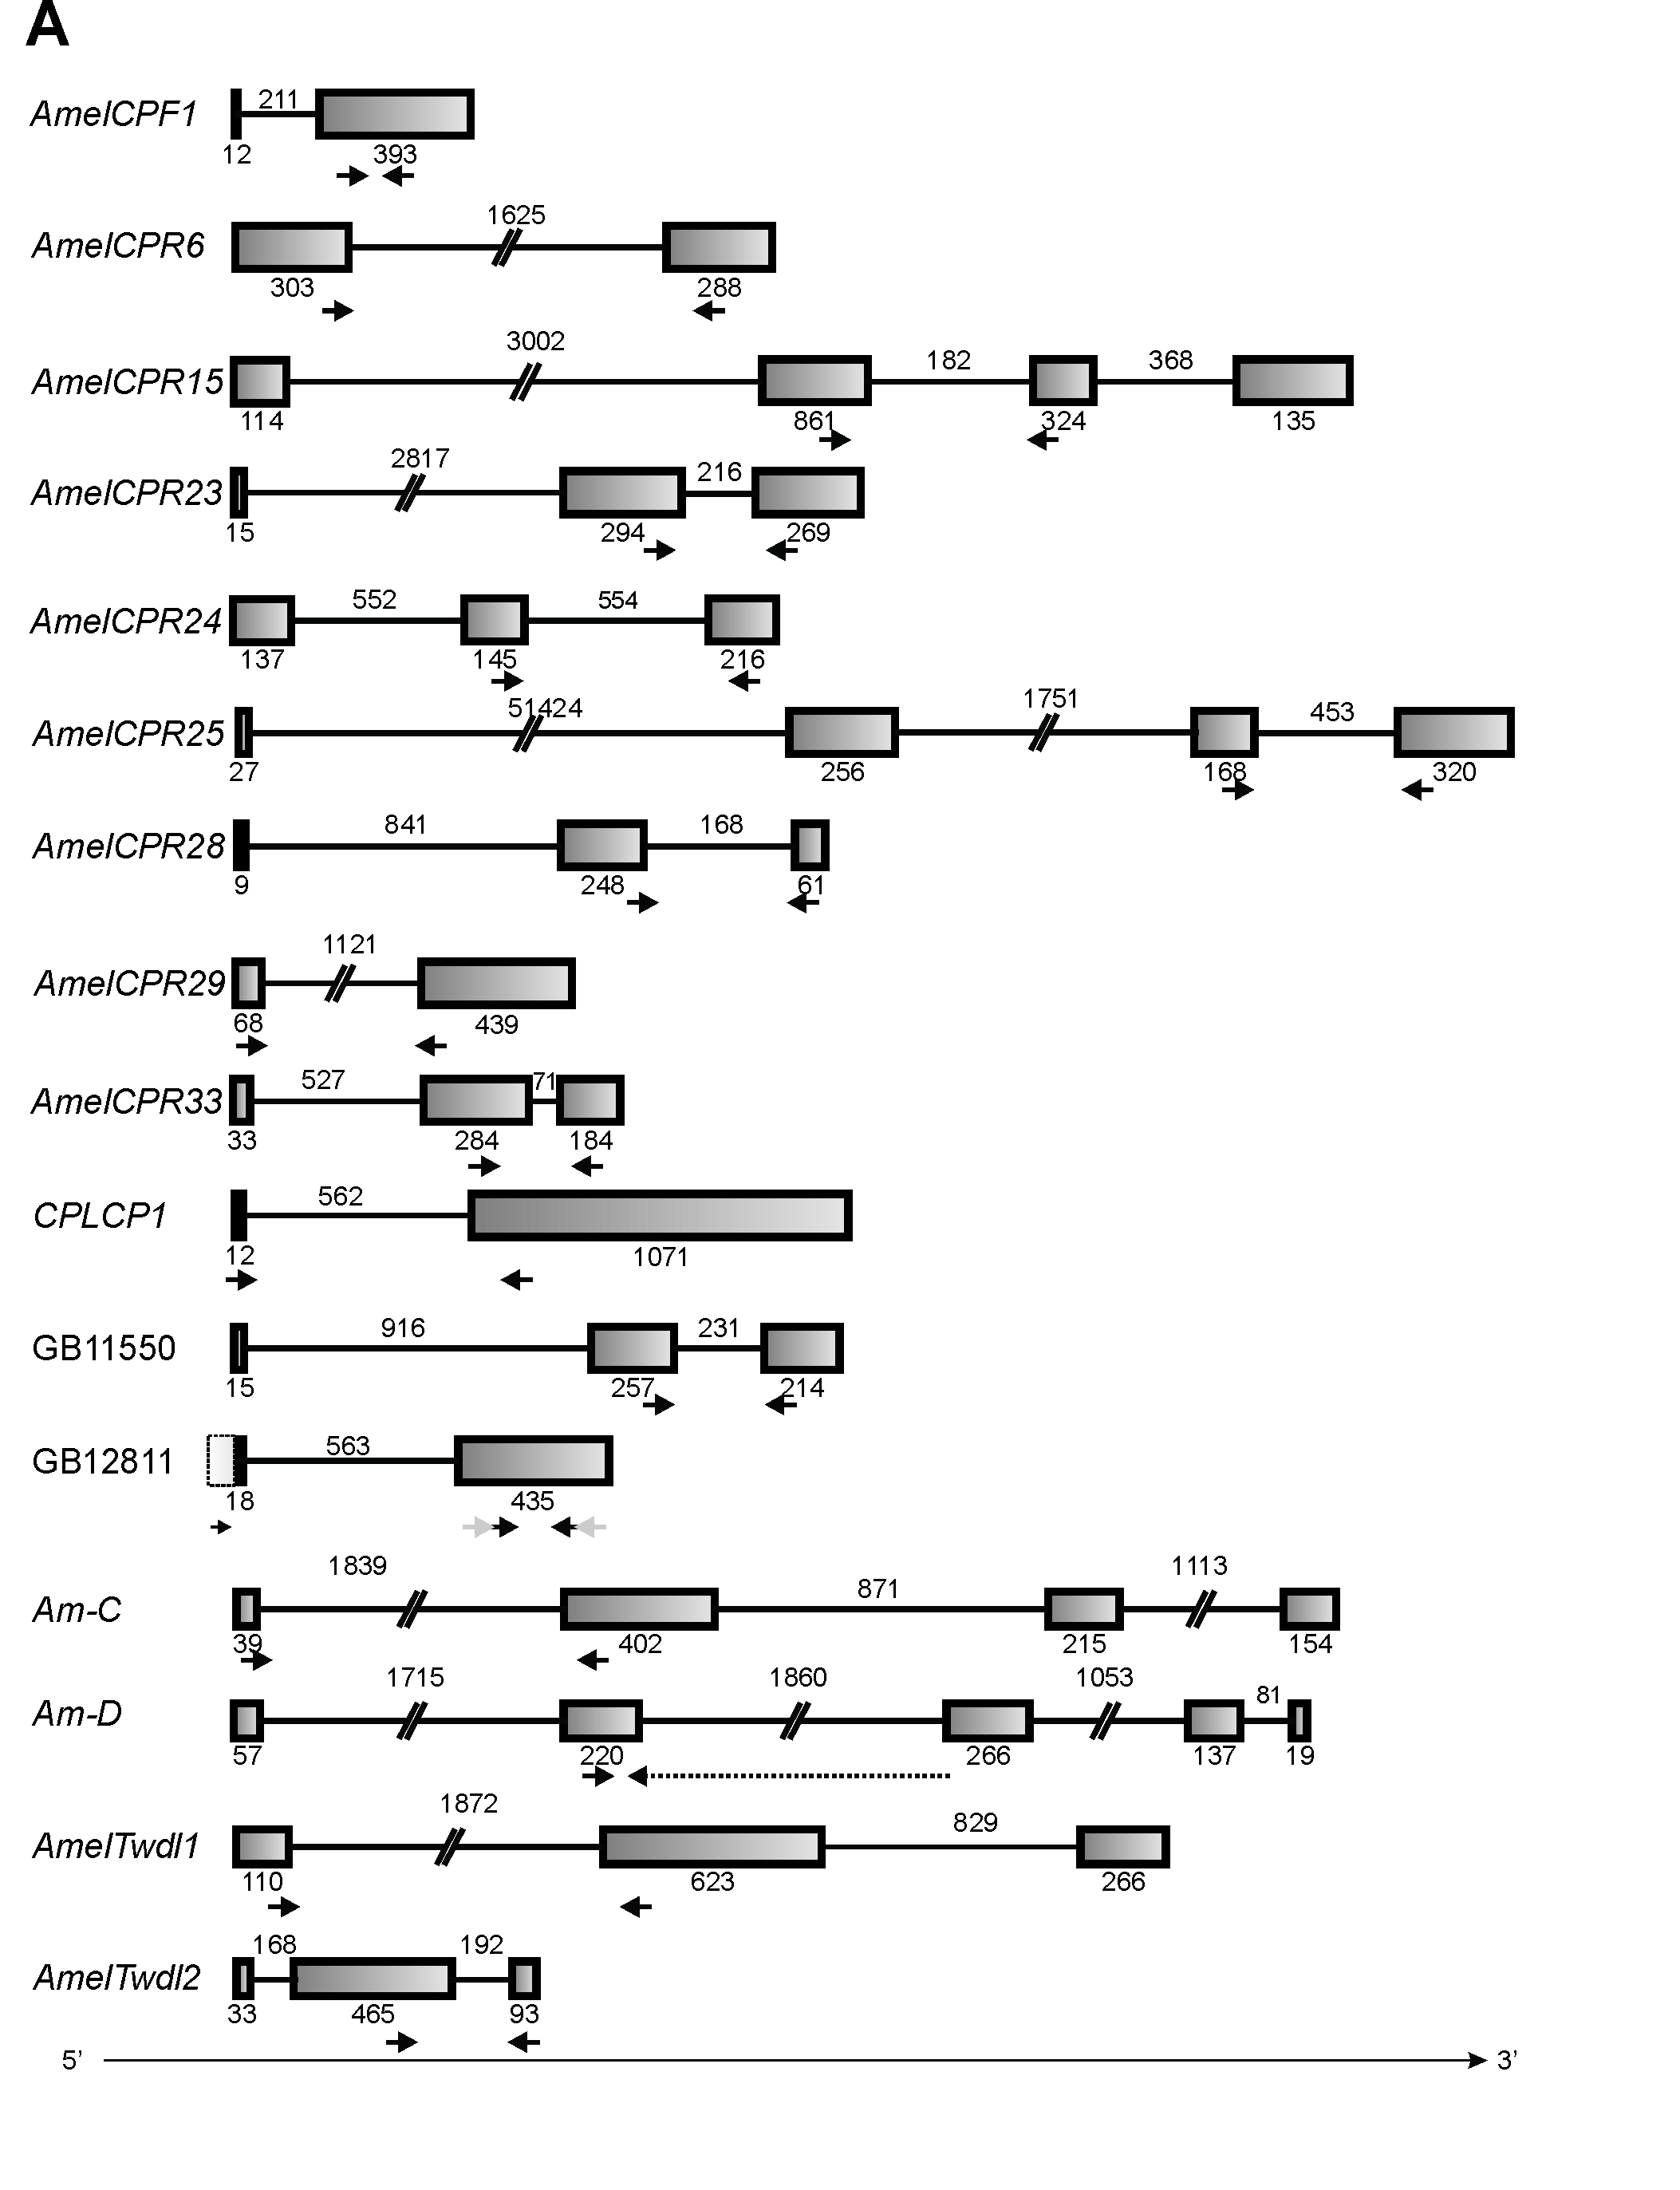

**Supplement:** Additional file 5: Figure S1 — Schematic representation of the structure of the differentially expressed CP genes.

How the deposited data were processed for this re-analysis (not part of the article)

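The data are 6 arrays with RNA of the thoracic dorsum of newly-ecdysed-pupae (Pw), pupae-in-apolysis (Pp) and pharate-adults (Pbl), 2 arrays per pair of phases with the dyes exchanged. Each array was mapped to its phases and dyes by the submitters' labels and the paper's methods. The authors scanned the slides and quantified the spots with GenePix, and deposited for each array the foreground and background intensity of each spot in 48 blocks, not normalized. The deposited percent values give the share of a spot's pixels above the background or saturated. The deposited score of each spot is the GenePix flag, which marks spots not found or bad. The authors also deposited a table of log2 ratios, which they made with limma. Refitted from the scanner files with duplicate spots kept, their correlation estimated (0.75) and flags not used, its columns for Pp against Pw and Pbl against Pp were equal in 14400 of 14400 rows within 1e-05. The column for Pbl against Pw was equal in 43 of 14400 rows. The scale (log2), the centring and the direction (later over earlier phase) of the columns are thereby known. The column medians are 0.0114, 0.0394 and 0.0404.

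The analysis started from the intensities, with R 4.3.3, limma 3.58.1 and statmod 1.5.0. The foreground mean and background median, limma's default for GenePix files, were used. As the methods of the paper state, they were corrected by normexp with an offset of 50, and normalized by print-tip loess and Aquantile. Spots flagged as bad had no weight, and the 1920 control spots had no weight in the loess and were left out of the tests. Duplicate spots were averaged, where the authors' table kept them. The linear model had Pw as its reference, no dye term, 4 residual degrees of freedom and a prior of 3.75. All 3 contrasts shared 1 estimate of the spread, and Benjamini and Hochberg's adjustment was made within each contrast. Paired or technical replication could not be told from the sources used here, and averaging each pair of dye-swapped arrays was an alternative.

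Counts were to be made per gene of the Official Gene Set. As most oligonucleotides could not be named, they are counts of oligonucleotides. The 13440 oligonucleotide rows hold 13439 different identifiers. Names came from the log2 ratios in the part of Tables S3 and S4 used here, which named 997 oligonucleotides and left 12443 unnamed. A gene with several oligonucleotides is given by the brightest. No overlap or enrichment test was run on these tables, and the planned set tests with camera and fry were run on the CP genes of Table S5 alone, of which 22 of 24 were found. Both put the list higher in Pbl. Their p-values are left out of the text, since the study chose that list on these arrays. The genes named in the text are those that the study names, the 8 largest rises and falls among those past the threshold in each Pbl comparison, up to 3 members of each gene list and the 5 smallest p-values of Pp against Pw. The values that Tables S3 and S4 print for many of these genes had been seen when this rule was written. CG1674, alphaTub84B, Cpr47Ef, Cpr49Aa, Osi19, Osi20, SdhB, CoVIIc, mt:ND5, Mcm3, the genes named as missed by the word search and the second oligonucleotides of a gene fall outside this rule and were chosen after their values were seen.

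The gene lists were the CP, muscle, hexamerin and peroxidase genes of the study, and lists fixed by words in gene names, which miss members whose name lacks the words: CP genes by name, Osiris genes, chitin metabolism, tanning enzymes, peroxidases and peroxiredoxins, sarcomere proteins, respiratory chain, mitochondrial and cytosolic ribosomal proteins, translation factors, splicing, DNA replication, mitosis, proteasome, chaperonins, secretory pathway, fat body, hemocyte, neuron and trachea markers, chemosensory receptors, ecdysteroid response and synthesis, autophagy, antimicrobial peptides and pathogen probes. The samples, the tests, the lists, the rule for named genes and all alternatives but 5 were fixed before the data were examined. Those 5 are the refit of the authors' table, the same with control rows left out, the first slide series with array weights, the Pw and Pp pair turned, and that pair left out.

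The log2 ratio of later over earlier phase correlated between the 2 dye-swapped arrays at 0.222 for Pw and Pp, 0.175 for Pw and Pbl and 0.45 for Pp and Pbl, across oligonucleotides. Duplicate spots correlated at 0.729 to 0.881 within arrays. Above background in no channel were 1434 oligonucleotides in Pw, 4283 in Pp and 722 in Pbl. Above background in all 4 channels were 3336, 1967 and 794. The steps were tested on simulated data of 13440 oligonucleotides with 200 changed. In Pbl against Pw and in Pbl against Pp alike, 94.5% of 4-fold changes were recovered and 0% of 2-fold changes, with 14 and 21 false calls at 4-fold. Each simulated set had a single size of change, and the cut set by the adjusted p depends on how many oligonucleotides change. The calls in the data reached down to absolute log2 ratios of 0.87 and 0.79, so the 0% is not the power of the fit here. Alternatives changed the background correction, foreground, normalization, flags, duplicate spots, dye term, block, arrays used, dim oligonucleotides, array weights, prior, adjustment, threshold and choice of oligonucleotide, and left out each array. The genes hex 70a, apd-2, AmelCPF1, Amlac2, Ampxd, prophenoloxidase, tyrosine hydroxylase and dopa-decarboxylase could not be linked to an oligonucleotide and were not analysed here.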

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

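The test below was applied to 9 array measures after the arrays were read. It did not cover every measure taken, so other outliers may be missed. Among those not flagged, the median Cy3 foreground was 2287 on the second array of Pp and Pbl. The next highest array had 764 and the lowest 243. Bad spots numbered 4 on the second array of Pw and Pbl and 0 on the others. The median Cy3 background of the second array of Pp and Pbl was 989, against 326 on the next highest array and 98 on the lowest. The gap over the range was 0.744, above the critical value of Dixon's test for 6 arrays. Chance marks about 1 in 20 groups, and 9 measures were tested.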

How the results depend on the processing

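No named gene reversed its direction past the threshold under any setting. Over all named genes and settings, 7681 results were the same, 713 passed that had not and 1164 no longer passed. Results counted as the same lay on the same side of the threshold, whether past it or not. The exceptions are 155 that were set against the authors' table of log2 ratios, which holds no p-values. The signal over background limits what can be seen, since 4360 oligonucleotides were above background in both channels of at least 3 arrays. Each array holds a pair of phases, and the fit used the ratio between them within the array. Arrays could not be paired further by pool, because the sources used here do not say which pool lay on which array. The settings chosen after the data were seen were duplicate spots with their correlation and flags not used, the refit of the authors' table, which also keeps control rows and is given with the differences from the paper, the first slide series with array weights, the Pw and Pp pair turned, and that pair left out. Counts below are given for Pbl against Pw, then Pbl against Pp, where both are printed; the cause was not tested. Against 269 and 510, with 247 in both and 532 in either, no background correction gave 164, 320, 149 and 335, median centring 456 in Pbl against Pw and 409 in both, and scaling between arrays 156, 185, 115 and 226. Duplicate spots kept gave 841, 1337, 755 and 1423, and with flags not used 843, 1337, 757 and 1423. The swap pair averaged, with fewer degrees of freedom, gave 0, 6, 0 and 6, and the pair as a random block 456, 894, 415 and 935. The correlation within pairs estimated for the random block was negative, at -0.207. Its counts thus do not stand for a swap that repeats the same extracts. Direct arrays alone, with fewer arrays, gave 0, 88, 0 and 88, and 181 in Pp against Pw. The first slide series alone gave 58 and 88, and 12 in Pp against Pw, and with array weights 25 and 108, and 60 in Pp against Pw. Leaving out dim oligonucleotides gave 451, 871, 420 and 902. Adjustment over the 3 contrasts together gave 313 in Pbl against Pp, 1 in Pp against Pw and 340 in either. Unadjusted p gave 1711, 2267, 1381 and 2597, and 214 in Pp against Pw. The Pw and Pp pair turned gave 627, 851, 413 and 1060, and 114 in Pp against Pw; left out, it gave 16, 151, 10 and 157. The shares of higher calls moved: global loess gave 238 higher and 65 lower in Pbl against Pw, median centring 63 and 393, and 103 and 553 in Pbl against Pp, scaling 119 and 37, and 124 and 61, and leaving out dim oligonucleotides 240 and 211, and 363 and 508, where the median of all ratios was -0.18 and -0.16. The same sign of direct and indirect ratios, 55.2%, became 57.5% with no background correction, 56.4% with an offset of 10, 54.1% with global loess, 56.8% with scaling and 65.1% without dim oligonucleotides.

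Of the CP genes, 11 and 12 higher, 7 were higher against Pw with no background correction, 7 and 7 with median centring, 19 and 21 with duplicate spots kept (also with flags not used), 20 and 22 at an unadjusted p, 0 and 0 with the swap pair averaged, 0 against Pw with direct arrays alone, 1 against Pp with the first slide series and 2 with array weights too, 17 against Pw with the Pw and Pp pair turned and 0 against Pw with it left out. Of the muscle genes, 11 and 19 higher, 3 and 9 were higher with median centring, 12 against Pp with scaling, 21 against Pw with duplicate spots kept (also with flags not used), 24 against Pw at an unadjusted p, 0 and 0 with the swap pair averaged, 0 and 9 with direct arrays alone and with the Pw and Pp pair left out, 1 against Pp with the first slide series (also with array weights), and 17 against Pw with the pair turned. Of the hexamerin genes, 0 and 3 lower, 0 against Pp were lower with no background correction, the swap pair averaged, direct arrays, the first slide series (also with array weights) and the Pw and Pp pair left out, 1 against Pp with scaling, 2 against Pw with median centring, without dim oligonucleotides and with the pair turned, 3 against Pw with duplicate spots kept (also with flags not used) and at an unadjusted p, and 1 against Pw with a random block and with array weights. Of the peroxidases, 0 and 1 higher, 3 against Pp were higher with global loess, a dye term and a random block, 2 with every negative flag, without dim oligonucleotides and with array weights, 5 with duplicate spots kept (also with flags not used), 2 and 5 at an unadjusted p, 1 against Pw with the pair turned, and 0 against Pp with median centring, scaling, the swap pair averaged, direct arrays, the first slide series and the pair left out.

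Without 1 array at a time, 40 to 181 changed in Pbl against Pw, lowest without the first Pw and Pp array, 42 to 565 in Pbl against Pp, lowest without the first Pp and Pbl array, 0 to 0 in Pp against Pw, 37 to 119 in both and 84 to 567 in either. Higher CP genes were 2 to 10 and 2 to 14, higher muscle genes 0 to 9 and 0 to 19, lower hexamerin genes 0 to 1 and 0 to 3, and higher peroxidases 0 to 0 and 0 to 2. An array left out leaves fewer degrees of freedom.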

Differences from the paper's values

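The tests below were fixed before the data were examined, except where a setting is said to have been chosen later. The paper gives 995 spots changed in Pbl against Pw and 1497 in Pbl against Pp, where 269 and 510 oligonucleotides changed here at the same adjusted threshold of 0.05. The paper's shares are 6.9% and 10.4%, and those found here 2.00% and 3.79%. The paper counts spot pairs among 14400 and here 13440 oligonucleotides were counted. Of the alternatives set before the data were examined, only that with duplicate spots kept and fitted with their correlation lies less than 1.5-fold from the paper's values, at 841 and 1337, or 6.26% and 9.95%. All others lie further off, among them unadjusted p, at 1711 and 2267. The settings of the authors' table, chosen after the values were seen, keep duplicate spots and the control rows and gave 949 (494 higher, 455 lower) and 1447 (638 higher, 809 lower). Under them 39 of the 703 linked rows of Table S3 and 34 of the 724 of Table S4 have an adjusted p of at least 0.05. These reach 0.0598 and 0.0548, where links were kept only under 0.06. With flags not used but control rows left out, also chosen later, 843 and 1337 changed.

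The paper has fewer genes upregulated than downregulated among those changed in either comparison, where 289 were higher and 243 lower here. With duplicate spots kept, 429 were higher and 412 lower in Pbl against Pw, and 592 and 745 in Pbl against Pp. In Pbl against Pp more were lower too with median centring (103 and 553), the swap pair as a random block (425 and 469), without dim oligonucleotides (363 and 508), at an unadjusted p (964 and 1303) and with the Pw and Pp pair turned (373 and 478), a setting chosen later. In Pbl against Pw that held for median centring (63 and 393) and an unadjusted p (822 and 889). The paper describes all CP genes of Table S5 but AmelCPF1 as upregulated. It rests this also on RT-qPCR of these genes in independent samples, which was not re-analysed here. All 22 analysed here had ratios above 0, of which 11 and 12 passed in the 2 comparisons, 19 and 21 with duplicate spots kept, and 20 and 22 at an unadjusted p. The paper calls 5 peroxidases upregulated. All 5 had ratios above 0 here, of which 0 and 1 passed, and 5 of 5 passed in Pbl against Pp with duplicate spots kept and at an unadjusted p. Hexamerin transcripts are described as reduced. All 3 analysed were lower in both comparisons and passed in Pbl against Pp. In Pbl against Pw, at log2 ratios of -1.17, -1.19 and -1.17, they missed the threshold and passed with duplicate spots kept.

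The P Value column of Tables S3 and S4 has a highest value of 0.05 and 0.0495 and holds its lowest value, 5.61e-07, in 129 and 147 rows. The unadjusted p-values of the refit at the linked rows reach 0.00428 and 0.00572, and the adjusted ones 0.0598 and 0.0548. Rows were linked only to matches with an adjusted p of the refit under 0.06, which caps these highest values. They are thus weak evidence of the scale of the column. By log2 ratio alone 713 of the 724 rows of Table S4 had a single match. All 724 kept a link under that limit.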

Other observations

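The test of exchanged labels given below was chosen after its result was seen, and the other tests were chosen before theirs, on patterns noticed in these data. The Osiris genes encode proteins of cuticle-forming epithelia and are not discussed in the paper's text. Of 5 that a search of gene names returned, 2 rose from Pw to Pbl and 4 from Pp to Pbl, and 5 and 5 were higher when adjusted over the list alone. Osi18 (GB16900) rose by a log2 ratio of 3.56 (standard error 0.45, adjusted p = 0.0137 from limma) and 3.90 (adjusted p = 0.00632 from limma), and Osi9 (GB19626) by 1.88 and 2.54 (adjusted p = 0.033 and 0.00775 from limma). Osi20 (GB15865) rose by 3.02 from Pp to Pbl (adjusted p = 0.047 from limma), and Osi15 (GB14511), above background in no Pp channel, had a fitted log2 ratio of 2.78 (adjusted p = 0.0257 from limma). Osi19 (GB16804) had log2 ratios of 2.06 and 1.27 and did not pass. Of the 4 channels of Pw, of Pp and of Pbl, Osi18 was above background in 2, 1 and 4, Osi9 in 1, 1 and 4, Osi20 in 2, 2 and 4 and Osi19 in 3, 3 and 4. The median over the 5 genes was 2.06 and 2.78. Of 29 genes of mitochondrial ribosomal proteins that the search returned, 6 and 11 rose, none fell, and 23 and 28 were higher when adjusted over the list alone, at medians of 0.91 and 0.94, which were 0.26 and 0.30 under median centring. All 29 ratios were above 0, except 4 and 3 under median centring and 1 against Pw with no background correction. The gene mRpL38 (GB15475) rose by 1.55 and 1.69 (adjusted p = 0.0292 and 0.0144 from limma). All these names come from the study's lists of changed genes, so that their directions are not independent evidence.

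Cpr47Ef (GB14788), named for a cuticular protein and outside Table S5, fell by 1.60 from Pp to Pbl (standard error 0.26, adjusted p = 0.0202 from limma) and had a log2 ratio of -1.21 from Pw to Pbl (adjusted p = 0.0711 from limma). Among 19 CP genes found by name, 8 and 9 were higher and 0 and 1 lower, with 17 and 18 higher and 1 and 1 lower when adjusted over the list alone. Cpr49Aa (GB30337), the other one outside Table S5, had a log2 ratio of 0.72 from Pw to Pbl and did not pass. For chitin metabolism the search returned Am-C and Am-D alone, of which 1 and 1 rose. Of 4 peroxidases and peroxiredoxins found by name 0 and 1 rose. The tanning enzymes found were 2 yellow-h genes, at 0.74 and 0.77 (GB11022) and 0.91 from Pw to Pbl (GB18654), and did not pass. Of 3 proteasome genes returned, 0 and 1 fell. Of 2 chemosensory receptors returned, Or9a (GB30119) rose by 1.56 from Pp to Pbl (adjusted p = 0.0221 from limma). Of 2 autophagy genes returned, Atg8a (GB14986) stood at -1.35 and -0.92 and Atg9 (GB12127) at 0.72 and 0.68, and neither passed. The fat body markers were the 3 hexamerins, the hemocyte marker Hml, and the searches for mitosis, neurons, trachea, antimicrobial peptides and pathogens returned no gene. They missed named genes such as fzy, SMC1 and Syb, whose groups were not analysed here.

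In the authors' deposited table, the column for Pbl against Pw holds the refitted values after sorting, within 1e-05 (correlation 1), but row by row its correlation with the refit is 0.596 and 43 of 14400 rows are equal. Its rows are thus in another order than those of the other 2 columns.

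The 2 dye-swapped arrays of each comparison correlated weakly across oligonucleotides. The mean Cy5 over Cy3 ratio of each swap pair, in which the phases cancel, correlated between comparisons at 0.512, 0.526 and 0.565. This is consistent with a dye bias of single oligonucleotides that recurs from array to array. No biological explanation was tested for it, and 162 oligonucleotides had a dye effect at an adjusted p under 0.05.

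No oligonucleotide passed in Pp against Pw. Without the second slide series, 6% had an unadjusted p under 0.05, which leaves open whether that series raised the spread. A difference between Pp and Pw that the fit of all arrays merely failed to pass is argued against under the labels as given, since 2.76% of the direct calls had the same sign through Pbl. This argument falls away if labels are exchanged, and the phases may then differ, as with the pair turned 114 oligonucleotides passed.

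The direct Pp over Pw ratios ran opposite to those through Pbl, at a correlation of -0.572 for the brightest group of oligonucleotides and -0.125 for the dimmest. Larger Pbl ratios on the second slide series are argued against by a partial correlation of -0.423 given the mean of the Pbl ratios. A dye bias of unequal size within swap pairs is argued against by a partial correlation of -0.413 given the mean Cy5 over Cy3 ratio. A candidate explanation, as a hypothesis, is that Pw and Pp are exchanged in the labels of this pair or of the other 2 comparisons. These exchanges leave the same residuals. The median residual standard deviation was 0.387 with this pair turned, against 0.416 as labelled. It was 0.458 and 0.453 with the Pw and Pbl or the Pp and Pbl pair turned. A lower value with this pair turned follows from the negative correlation itself, so it is no separate evidence of an exchange. Pools of different bees on different slides remain open and untested; in the paper's RT-qPCR, on other samples, AmelCPR28 and GB11550 go with the ratios through Pbl as labelled and AmelCPR29 goes against both routes, each above background in at most 2 of 4 Pp channels, and 3 more genes, above background in no Pp channel, decide nothing.

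Tests on the falls from Pp to Pbl against the slide series, on the hexamerins and on single arrays of the Pw and Pp pair were also run and are not weighed here. The sign of those falls against Pw is given above with the overlap of the comparisons.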
